# Rapid direct conversion of bovine non-adipogenic fibroblasts into adipocyte-like cells by a small-molecule cocktail

**DOI:** 10.3389/fcell.2023.1020965

**Published:** 2023-02-02

**Authors:** Longfei Sun, Dandan Zhang, Liangshan Qin, Quanhui Liu, Guodong Wang, Deshun Shi, Ben Huang

**Keywords:** small-molecule compounds, rapid, direct conversion, bovine, fibroblasts to adipocytes

## Abstract

**Introduction:** The molecular regulation mechanism of fat deposition in bovine and its improvement on beef quality are important research directions in the livestock industry. The research of molecular mechanisms that govern the regulation and differentiation of adipocytes may conduct to understand the mechanism of obesity, lipid disorders, and fat deposition. In the recent decade, small-molecule compounds have been widely used in reprogramming and transdifferentiation fields, which can promote the induction efficiency, replace exogenous genes, or even induce cell fate conversion alone. Furthermore, small-molecule compound induction is expected to be a novel approach to generate new cell types from somatic cells *in vitro* and *in vivo*.

**Methods:** In this study, we established rapid chemically induced platform for transdifferentiation of bovine ear fibroblasts into adipocyte-like cells using a small-molecule cocktail (Repsox, VPA, TTNPB). The chemically induced adipocytes (CiADCs) were characterized by lipid staining, qRT-PCR and WB. Bovine natural adipocytes were used as positive control, and the expression of adipocyte-related marker genes in CiADCs were analyzed. Moreover, RNA-Seq explore the mechanism of RVB in the regulation of Bovine adipocyte transdifferentiation.

**Results:** In this study, the chemically induced adipocytes (CiADCs) could be identified as early as day 6. The CiADCs appeared to be circular and rich of lipid droplets. The adipocyte-specific genes of LPL, PPARγ, IGF1, GPD1, C/EBPδ, ADIPOQ, PCK2, FAS, C/EBPβ, PPARGC1A, C/EBPα, and CFD were detected to be significantly upregulated in both CiADCs and natural adipocytes. Western blot analysis also confirmed the increase C/EBPα and PPARγ protein level in induced adipocytes (CiADCs-6d) treated with RVB. In addition, we also found that the signaling pathways (PPAR signaling pathway, PI3K-Akt signaling pathway, p53 signaling pathway, MAPK signaling pathway, and ECM-receptor interaction) regulated by the DEGs played a vital role in adipogenesis.

**Discussion:** In the present study, a combination of small-molecule compounds RVB was used to transdifferentiate bovine ear fibroblasts into the chemically-induced adipocyte cells (CiADCs) that have a large number of lipid droplets. Importantly, the small-molecule cocktail significantly shortened the reprogramming turnaround time. The morphology of CiADCs is close to the “ring type” of natural differentiated adipocytes on sixth day. And, the CiADCs showed similar adipocyte-specific gene expression patterns to natural adipocytes. Furthermore, RVB increased protein expression of PPARγ and C/EBPα in the chemically-induced adipocytes (CiADCs-6d). Our findings reveal that the signaling pathways of C/EBPα and PPARγ play pivotal roles in this transdifferentiation process. In addition, we also found that the signaling pathways (PPAR signaling pathway, PI3K-Akt signaling pathway, p53 signaling pathway, MAPK signaling pathway, and ECM-receptor interaction) regulated by the DEGs played a vital role in adipogenesis. In general, this study provides valuable evidence to deepen our understanding of the molecular mechanism of small molecule cocktails in regulating adipogenesis.

## 1 Introduction

The palatability profile of marbled beef is mainly determined by the content of intramuscular fat (IMF) (Joo et al., 2017; Choi et al., 2019). Relative to the long breeding cycle and the problem of diet-mediated fat deposition effects, direct regulating the differentiation of intramuscular fat cells may be more effective in improving the amount of intramuscular fat (Li et al., 2011; Li et al., 2018). As hotpot, the research of molecular mechanisms that govern the regulation and differentiation of adipocytes may conduct to understand the mechanism of obesity, lipid disorders, and fat deposition (Guo et al., 2020; Sun et al., 2020; Zhou et al., 2021). Transdifferentiation is the conversion of one type of differentiated cell to another type of normally differentiated cells (Cieślar-Pobuda et al., 2017). At present, many types of functional cells have been obtained by transdifferentiation techniques, which have practical value in the design of novel therapies for the treatment of diseases and studying the mechanism of cell differentiation (Yamanouchi et al., 2007; Jia et al., 2019; Zhang et al., 2021).

In the recent decade, small-molecule compounds have been widely used in reprogramming and transdifferentiation fields, which can promote the induction efficiency, replace exogenous genes, or even induce cell fate conversion alone (Cao et al., 2017; Bansal et al., 2019; Zhou and Sun, 2019). Furthermore, small-molecule compound induction is expected to be a novel approach to generate new cell types from somatic cells *in vitro* and *in vivo* (Kim et al., 2020). Previous studies have shown the direct conversion of fibroblasts [human (Takeda et al., 2017; Sowa et al., 2021), mouse (Tu et al., 2019), and pig (Zhu et al., 2012)] into adipocytes using small-molecular compounds. Until now, it has not been well characterized yet about the mechanism of adipose differentiation by transdifferentiation of bovine fibroblasts into adipocyte using small chemical molecules.

In this study, we established a highly efficient and rapid chemically induced platform for transdifferentiation of bovine fibroblasts into adipocyte-like cells using a small-molecule cocktail (Repsox, VPA, TTNPB). The adipocyte-like cells appeared to be circular and rich of lipid droplets and expressed adipocyte-specific genes. RepSox, a small-molecule inhibitor of transforming growth factor-beta receptor I (TGF-β-RI), has been reported to enhance both mouse and human reprogramming (Zhou and Sun, 2019). Repsox can induce adipogenesis in primary mouse fibroblasts and sheep fibroblasts (Tu et al., 2019; Guo Y et al., 2021). The histone deacetylase valproic acid (VPA) is a short-chain carboxylic acid. In MEFs, it increases the expression of pluripotency-related genes which improves four TFs as well as OSK reprogramming efficiency (Zhou and Sun, 2019). TTNPB acts as a potent retinoic acid analogue with RARα/β/γ affinity. It is a component of a set of small molecules for factor-free reprogramming. TTNPB has been shown to enhance the chemical reprogramming efficiency up to a factor of 40 (Baranek et al., 2017). As a differentiated cell model of adipocyte *in vitro*, this study laid the theoretical foundation for subsequent studies on the mechanisms of adipocyte deposition and adipocyte developmental differentiation. Moreover, the method for conversion of fibroblasts into adipocytes induced by small-molecule compounds may provide a novel strategy to increase intramuscular fat for improving beef meat quality.

## 2 Materials and methods

### 2.1 Ethics statement

This study was approved and monitored by the animal experiments ethical review committee of Guangxi University, Nanning, China.

Animal experiments were carried out in accordance with the guidelines on animal care and use established by the Guangxi University Animal Care and Use Committee.

### 2.2 Cell culture

#### 2.2.1 Bovine ear fibroblasts and induced transdifferentiation

The ear margin tissue of bovine was collected from the Siye Farm of Guangxi Animal Husbandry. The ear tissue was minced into pieces (1 mm3) and then stuck evenly to the bottom of the 100 mm dish. When the tissue block is firm, 10 mL DMEM containing 10% fetal bovine serum (FBS) was added into dishes. While the bovine fibroblasts (BEFs) grow out from around the tissue block, we removed the tissue block and then the BEFs were seeded in a ratio of 1:3. The BEFs were passaged at least twice for removing tissue and magazines cell at 37°C, 5% CO_2_ incubator. The culture medium for the BEFs was composed of DMEM supplemented with 10% FBS, penicillin, and streptomycin.

BEFs were seeded into 60-mm dish at 80% confluence. After 24 h, cells were treated for 6 days with induction medium (N2B27 + VBR: 500ug/mL VPA, 1 μM TTNPB, 10 μM RepSox) and subsequently transferred to adipocyte maintenance medium (DMEM/F12 contain insulin, rosiglitazone) for another 6 days. The medium was changed every 2 days.

#### 2.2.2 Isolation of natural adipocytes

Pre-adipocytes were cultured from bovine abdomen as described in a previous study (Grant et al., 2008). The pre-adipocyte culture medium was DMEM/F12 supplemented with 20% FBS, penicillin, and streptomycin. The pre-adipocytes were re-suspended in the pre-adipocyte culture medium and seeded on 12-well plates. After 24 h, the pre-adipocytes were induced differentiation with a differentiation medium (DMEM/F12 containing insulin, DEX, IBMX, and Rosiglitazone) for 2 days. Then, the adipocyte maintenance medium (DMEM/F12 containing insulin, and Rosiglitazone) was changed to continue the culture, and the medium was changed every 2 days until the tenth day.

### 2.3 Oil red O staining

The cells were fixed with 4% paraformaldehyde for 15 min and then stained for 15 min with Oil Red O staining solution (Sigma, O0625). Then, the cells were rinsed with 60% isopropyl alcohol solution and washed three times with sterile water.

### 2.4 qRT-PCR

Total RNA was extracted using Trizol reagent (Life Technologies, 149112) and was reverse transcripted into cDNA using SuperMix (Vazyme, R323-01). The cDNA was mixed with Real-Time PCR Master Mix (Vazyme, Q711-02) and matching probes and primers specific for Bovine β-actin, LPL, PPARγ, IGF1, GPD1, C/EBPδ, ADIPOQ, PCK2, FAS, C/EBPβ, PPARGC1A, C/EBPα and CFD (Table 1). The level (average S.D.) was normalized with respect to the β-actin mRNA level in each sample, and is expressed as a value relative to the control group (BEFs). Data analyses were performed using the 2^−ΔΔCT^ method.

**TABLE 1:** Primers.

Gene		Sequence (5′to 3′)	Product length (bp)
β-Actin (NM_173979.3)	Forward	ACCGCAAATGCTTCTAGG	199
	Reverse	ATCCAACCGACTGCTGTC	
LPL (NM_001075120.1)	Forward	CAG​CCC​CGG​CTT​TGA​TAT​TG	177
	Reverse	AGC​TTT​GCC​AAG​TTT​CAG​CC	
C/EBPβ (NM_176788.1)	Forward	TTC​CTC​TCC​GAC​CTC​TTC​TC	79
	Reverse	CCA​GAC​TCA​CGT​AGC​CGT​ACT	
C/EBPδ (NM_174267.2)	Forward	GTC​CGC​CAT​GTA​CGA​CGA​C	134
	Reverse	CGCCCGCTTTGTGGTTGC	
PPARγ (NM_181024.2)	Forward	AAG​AGC​TGA​CCC​GAT​GGT​TG	152
	Reverse	TGA​GGG​AGT​TGG​AAG​GCT​CT	
C/EBPα (NM_176784.2)	Forward	ATCTGCGAACACGAGACG	73
	Reverse	CCA​GGA​ACT​CGT​CGT​TGA​A	
FAS (NM_001012669.1)	Forward	TAA​GGT​TCA​AAT​TGC​TGC​GT	138
	Reverse	TCC​AGA​GCG​AAG​GAG​AGA​TT	
ADIPOQ (NM_174742.2)	Forward	CCG​TTC​TCT​TCA​CCT​ACG​AC	150
	Reverse	CAT​TGA​CAT​TAT​CTG​CAT​AGA​CCC	
CFD (NM_001034255.2)	Forward	TAC​TCC​TGC​CGG​TGC​TCG​AC	184
	Reverse	CCGCAGATCCGTGAACCC	
IGF1 (XM_005206497.4)	Forward	CAT​CTC​CCA​TCT​CCC​TGG​ATT	163
	Reverse	ATG​TGA​TGG​GCA​TCT​TCA​CCT​TC	
GPD1 (NM_001035354.1)	Forward	CAA​CGA​GGT​GGC​TGA​TGA​GA	173
	Reverse	CCC​CAA​CGG​CCA​CTA​TAT​TCT​TT	
PCK2 (NM_001205594.1)	Forward	CTA​AGT​ACA​ACA​ATT​GCT​GGC​TGG	101
	Reverse	CAC​CGT​GTC​CCG​TTG​AGA​A	
PPARGC1A (XM_024993060.1)	Forward	GCA​GAA​GGC​AAT​TGA​AGA​GCG	186
	Reverse	GCA​GCA​AAA​GCA​TCA​CAG​GT	

### 2.5 RNA-seq

Total RNA was extracted using Trizol reagent kit (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s protocol. RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States) and checked using RNase free agarose gel electrophoresis. After total RNA was extracted, eukaryotic mRNA was enriched by Oligo (dT) beads, while prokaryotic mRNA was enriched by removing rRNA by Ribo-Zero TM Magnetic Kit (Epicentre, Madison, WI, United States). Then, the enriched mRNA was fragmented into short fragments using fragmentation buffer and reverse transcripted into cDNA with random primers. Second-strand cDNA were synthesized by DNA polymerase I, RNase H, dNTP, and buffer. Then, the cDNA fragments were purified using QiaQuick PCR extraction kit (Qiagen, Venlo, the Netherlands), end repaired, a base added, and ligated to Illumina sequencing adapters. The ligation products were size-selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina Novaseq6000 by Gene *Denovo* Biotechnology Co(Guangzhou, China). The paired-end reads were assigned quality scores and aligned to the reference genome using TopHat v2.1.1. Then, counter files were generated with HTSeq v0.6.1, with a |log2Fold- Change| 1 and an adjusted *p*-value < 0.05 considered to indicate statistical significance. Biological process analysis (GO analysis) (1) and KEGG (2) pathway analysis were performed using differentially expressed genes, and the results were visualized with Blast2GO (3) (http://www.BLAST2go.org/), a Cytoscape plug-in.

### 2.6 Western blot analysis

The cells were lysed in denaturing lysis buffer containing protease inhibitors (RIPA, Bioteke, Beijing, China) for 30 min on ice and centrifuged (12,000 × g) for 10 min at 4°C. Protein concentrations in the lysates were determined by using a BCA protein assay kit (Solarbio, Beijing, China). Exactly, 30 μg of protein were separated on a 12% SDS-PAGE and transferred to a nitrocellulose filter membrane that was blocked with 5% non-fat dried milk in tris-buffered saline containing 0.05% Tween 20 (pH 7.6) for 1 h at 25°C. Subsequently, the membranes were incubated overnight at 4°C with GAPDG (abcam), PPARγ (Bioss), C/EBPα(Abmart). Then, the blot was incubated with a horseradish peroxidase-conjugated secondary anti-body for 1 h at 25°C. The signals were visualized by enhanced chemiluminescence (Bio-Rad, California, United States).

### 2.7 Data analysis

The data were presented as the mean SEM. The statistical analysis was performed using SPSS 15.0 software. *p*< 0.05 was considered significant.

## 3 Results

### 3.1 Small-molecule compounds induce the conversion of BEFs into adipocyte-like cells

In the process of screening small-molecule compounds to induce dedifferentiation of BEFs, we surprisingly obtained adipocyte-like cells with circular in shape by using small-molecule compound combination, including (10 μM RepSox, 500 ug/mL VPA, and 1 μM TTNPB), which had similar phenotype with bovine natural adipocytes.

The obvious small lipid droplets appeared within induced BEFs for 3 days of post VBR induction. Then, the cell morphology gradually became round and contained a large number of lipid droplets in the cytoplasm at 6 days of post VBR induction. Subsequently, the CiADCs could continue to be cultured with adipocyte maintenance medium. The lipid droplets were positive in oil red O staining (Figure 1).

**FIGURE 1:**
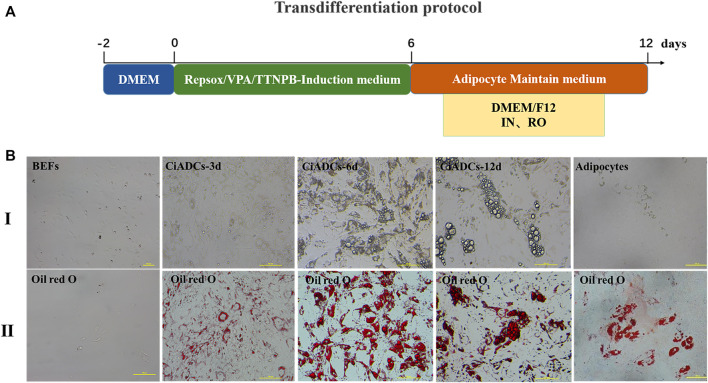
Small-molecule compounds induce the conversion of BEFs into chemically induced adipocyte cells (CiADCs). **(A)** Diagrammatic sketch of CiADC formation. Induction medium was applied from day 0 to day 6, subsequently adipocyte maintain medium was applied. Induced cells were obtained at day 6 termed adipocyte-like cells. **(B)** Phase contrast image and oil red O staining of adipocyte-like cells generated from BEFs during the induction process. I. Morphological changes of CiADCs cells from day 0 to day 12 and differentiated adipocytes; II. The oil red O staining for different induction time points.

### 3.2 CiADCs exhibit similar biological properties to natural adipocytes

In order to support the abovementioned observations, the expression of adipocyte-specific genes was quantified in the CiADCs-3d, CiADCs-6d, and natural adipocytes. Bovine adipocytes were used as positive control, and the expression of adipocyte-related marker genes in CiADCs was analyzed by qRT-RCR. The results showed that the adipocyte-specific genes of LPL, PPARγ, IGF1, GPD1, C/EBPδ, ADIPOQ, PCK2, FAS, C/EBPβ, PPARGC1A, C/EBPα, and CFD were detected to be significantly upregulated in both CiADCs and natural adipocytes (Figure 2A). Western blot analysis also confirmed the increase C/EBPα and PPARγ protein level in induced adipocytes (CiADCs-6d) treated with RVB (Figure 2B).

**FIGURE 2:**
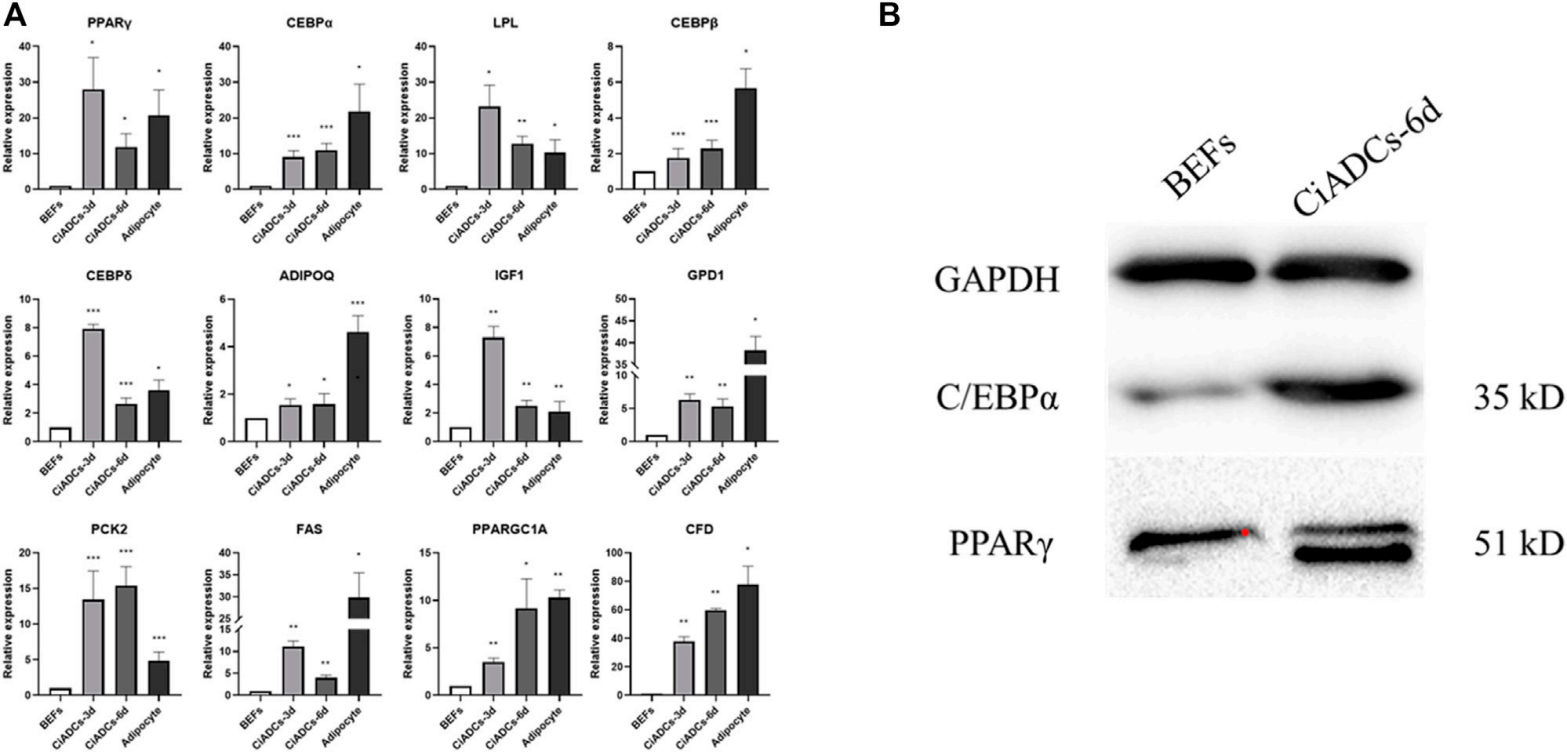
Characterization of adipogenesis induced by RVB in BEFs. **(A)** qRT-PCR analysis the expression of adipogenic marker genes of PPARγ, C/EBPα, LPL, C/EBPβ, C/EBPδ, ADIPOQ, IGF1, GPD1, PCK2, FAS, PPARGC1A, and CFD among CiADCs-3d, CiADCs-6d and natural adipocytes. Values (mean ± SD) are normalized with respect to the β-actin mRNA level in each sample. Significant differences *p < 0.05; **p < 0.01; ***p < 0.001. **(B)**. Western blot analysis of PPARγ and C/EBPα protein levels in induced adipocyte-like cells (CiADCs-6d).

### 3.3 Identification of differentially expressed genes enriched in the transdifferentiation into adipocytes

To explore the differences in the transdifferentiation process of BEFs induced by small-molecule compounds, we examined chemically induced adipocytes on day 3(CiADCs-3d) and day 6(CiADCs-6d). 

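Gene expression was measured by mRNA sequencing in BEFs on day 0 and in CiADCs on days 3 and 6, with 3 samples per group and 9 samples in all. BEFs are fibroblasts grown from the skin of the bovine ear. The CiADCs received RepSox at 10 µM, VPA at 500 µg/mL and TTNPB at 1 µM. RepSox blocks the kinase of the TGF-beta type I receptor, VPA inhibits histone deacetylases and TTNPB activates retinoic acid receptors. No sample was kept for 3 or 6 days without the compounds, so the compounds, their medium and the time in culture changed together. The paper's text calls the samples of a group biological repetitions and does not say whether they came from separate animals or separate inductions. The table deposited by the authors holds, for each sample, expected counts per gene, which are estimated reads that are not normalized, and FPKM values computed by the authors. Of its 21512 genes, 21039 carry an NCBI Gene ID and the others are loci assembled from the reads. The counts of a sample summed to between 18509244 and 24071580. The counts were rounded, scaled by TMM and tested in edgeR with a quasi-likelihood test, with all 9 samples in one fit. After genes with low counts were removed, 14020 genes were tested. Expression is given as CPM, counts scaled to the size of the library, as the mean ± SD of 3 samples. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. For members of a gene list the adjusted p alone was used. The test, these thresholds, 29 gene lists from textbook knowledge and the rule for naming genes were set before the data were examined. Gene identifiers in parentheses are NCBI Gene IDs as the table gives them.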

Correlation analysis proves that the biological repetition is better, and the average value can be used for subsequent analysis. 

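Pearson's r between samples was computed across 12165 genes on log2(FPKM + 1), over genes with an FPKM of at least 1 in at least 3 samples. The mean r of 3 pairs was 0.996 ± 0.001 (SD) among BEFs, 0.987 ± 0.006 among CiADCs-3d and 0.986 ± 0.007 among CiADCs-6d. Between groups, the mean r of 9 pairs was 0.842 ± 0.006 for BEFs and CiADCs-3d and 0.807 ± 0.004 for BEFs and CiADCs-6d. For CiADCs-3d and CiADCs-6d it was 0.965 ± 0.01, and single pairs ranged from 0.952 to 0.975. Each of these pairs lay below the lowest pair within a group, 0.979. The values run across genes, which are not independent replicates, so no p-value is given. The squared difference between replicates, per degree of freedom and relative to counting noise, was 2.46 to 9.3 among BEFs. Among CiADCs-3d it was 15.14 to 46.13, and among CiADCs-6d 13.52 to 50.62. In a principal component analysis the first component held 81.2% of the variance and the next 9.6%. On the latter, CiADCs-3d replicate 1 lay at -18.8 and replicates 2 and 3 at -46.8 and -39.8. CiADCs-6d replicate 1 lay at 11.6 and replicates 2 and 3 at 38.8 and 40.7, so each sample numbered 1 lay nearest to the other day.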

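In CiADCs-3d, 2552 genes were higher and 1393 were lower than in BEFs. In CiADCs-6d, 3075 genes were higher and 1874 were lower than in BEFs. Between the days, 574 genes were higher on day 6 and 451 were lower. The number of lower genes was 293 without CiADCs-3d replicate 3, 295 without CiADCs-6d replicate 3 and 832 without CiADCs-6d replicate 1. Among the genes with the largest rises on both days was CYP26A1 (ncbi_539047), an enzyme that degrades retinoic acid. It had no count in BEFs and 76.44 ± 32.85 CPM in CiADCs-3d, at least 576-fold higher against a floor of 3 counts per library. In CiADCs-6d it was at least 561-fold higher. CAPN6 (ncbi_539360) rose from 0.1607 ± 0.06468 CPM in BEFs to 432.5 ± 59.75 in CiADCs-3d, a log2 fold change of 11.33 (standard error 0.3, adjusted p = 8.15e-11). HP (ncbi_280692), which encodes haptoglobin, rose by a log2 fold change of 10.87 in CiADCs-3d (standard error 0.45, adjusted p = 1.76e-09). The largest fall in CiADCs-3d was that of C1QTNF3 (ncbi_531659), with a log2 fold change of -6.82 (standard error 0.22, adjusted p = 2.2e-10). In CiADCs-6d, RRM2 (ncbi_508167) had a log2 fold change of -7.79 (standard error 0.27, adjusted p = 3.48e-10). For these genes every CiADCs sample lay on the same side of every BEFs sample. The top genes were drawn from those with at least 10 CPM in the higher group. Targets of the retinoic acid receptor were higher as a list. Of 19 measured, 15 were higher and 2 lower in CiADCs-3d, and the same numbers held when adjusted over the list alone. The median log2 fold change was 2.66, and it did not change with CYP26A1 set to its bound. The list differed from all other genes in limma's camera test with a preset correlation between genes (adjusted p = 4.21e-06, and 0.0376 with an estimated correlation). In CiADCs-6d, 15 were higher and 2 lower, with a median of 2.7 (adjusted p = 0.000127, and 0.0787 with an estimated correlation). CYP26B1 (ncbi_540868) was at 13.35 ± 5.044 CPM in BEFs, 4144 ± 360.3 in CiADCs-3d and 4604 ± 200.7 in CiADCs-6d. RARB (ncbi_616895), the retinoic acid receptor beta gene, had a log2 fold change of 8.09 on day 3 and 8.26 on day 6. A further list held 21 single genes picked for the compounds, from HDAC1 to ANGPTL4. Of these, 8 were higher and 11 lower in CiADCs-3d, the same when adjusted over the list alone, and 9 were higher and 11 lower in CiADCs-6d.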

Sequencing results showed that CiADCs-3d/CiADCs-6d has a difference in gene expression pattern from the initial BEFs (Figure 3A). This also reminded that the cell fate of BEFs has changed.

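Of 25 fibroblast markers, 5 were higher and 13 lower in CiADCs-3d (5 and 14 when adjusted over the list alone), with a median log2 fold change of -0.56 (camera, adjusted p = 0.0116, and 0.471 with an estimated correlation). In CiADCs-6d, 2 were higher and 17 lower (3 and 17 when adjusted over the list alone), with a median of -1.05 (adjusted p = 0.00014, and 0.326 with an estimated correlation). COL1A1 (ncbi_282187) fell from 22140 ± 961.8 CPM in BEFs to 6183 ± 1612 in CiADCs-3d and 2773 ± 215.8 in CiADCs-6d. COL1A1 also fell between the days, with a log2 fold change of -1.16 (standard error 0.17, adjusted p = 0.000791). Of 25 targets of TGF-beta and of the myofibroblast state, 2 were higher and 18 lower in CiADCs-3d, with a median of -1.01 (adjusted p = 6.51e-05, and 0.0376 with an estimated correlation). In CiADCs-6d, 4 were higher and 17 lower, with a median of -1.38 (adjusted p = 0.000793, and 0.0787 with an estimated correlation). Adjusted over the list alone, these counts were the same on both days. ACTA2 (ncbi_515610), which encodes smooth muscle actin, had a log2 fold change of -2.83 on day 3 and -3.84 on day 6 (standard errors 0.23 and 0.24, adjusted p = 4.76e-07 and 3.75e-08). Genes of the cell cycle fell further. Of 27 genes of S phase, 25 were lower in CiADCs-3d (26 when adjusted over the list alone) and 27 in CiADCs-6d, with medians of -2.68 and -2.46. Of 30 genes of the G2/M phase, 30 were lower on both days (30 when adjusted over the list alone), with medians of -3.7 and -5.35. The adjusted p of camera was at most 2.93e-12 in these comparisons. With an estimated correlation it was 0.117 on day 3 and 0.177 on day 6 for S phase, and 0.294 and 0.326 for the G2/M phase. MKI67 (ncbi_513220) was at 587.9 ± 27.1 CPM in BEFs, 22.32 ± 9.716 in CiADCs-3d and 5.834 ± 1.466 in CiADCs-6d. Lists of other lineages did not pass camera on either day. In CiADCs-6d, 7 of 11 neuronal markers were higher and 3 lower, as were 9 and 4 of 14 of bone and cartilage, and 8 and 3 of 14 epithelial markers. Higher and lower markers numbered 2 and 1 of 7 for muscle, 5 and 3 of 9 for endothelium, 3 and 0 of 5 for blood cells, and 2 and 2 of 5 for Schwann cells and melanocytes. Adjusted over the list alone, the only change on day 6 was 6 higher endothelial markers. In CiADCs-3d these numbers were 3 and 3, 8 and 4, 6 and 6, 2 and 2, 5 and 2 (5 and 3 over the list alone), 3 and 0, and 1 and 1, in the same order. Of 4 pluripotency genes measured, 2 were higher in CiADCs-3d and 4 in CiADCs-6d, too few for the set test. With a correlation between genes estimated from these samples, no list but the targets of the retinoic acid receptor and of TGF-beta in CiADCs-3d passed, in any of the 3 comparisons.

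**Figure D1:**
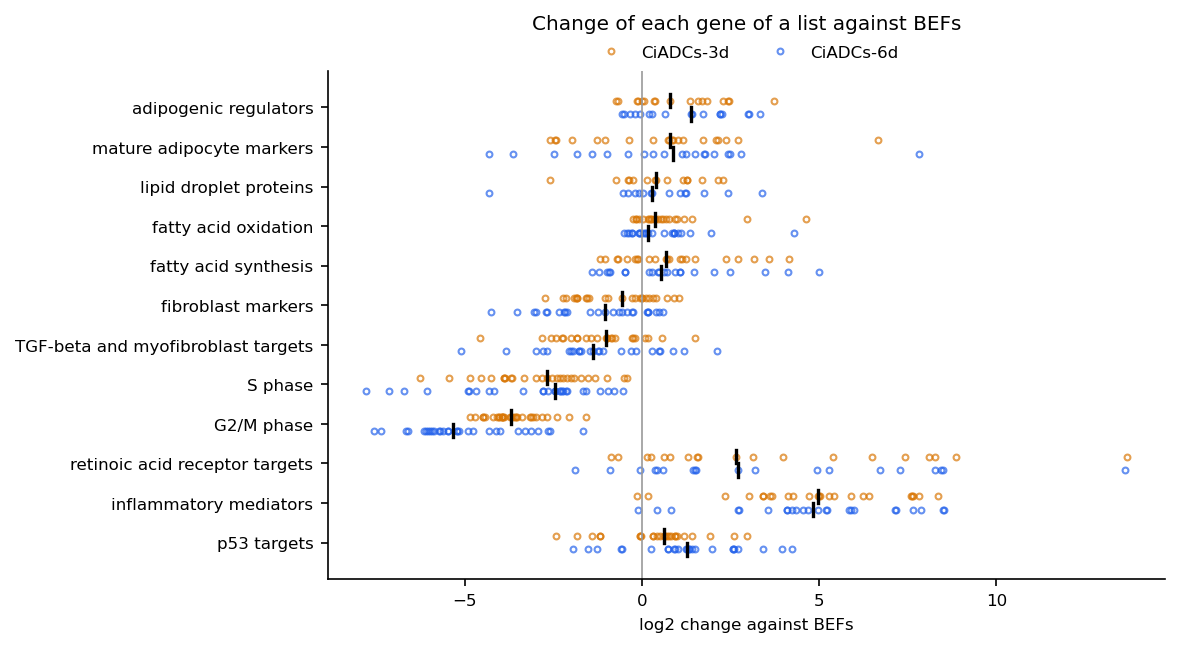
Log2 fold change against BEFs of each member (points) of 12 gene lists in CiADCs-3d and CiADCs-6d, with the median of each list as a black bar. The median of the G2/M phase lies at -3.7 on day 3 and -5.35 on day 6.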

**FIGURE 3:**
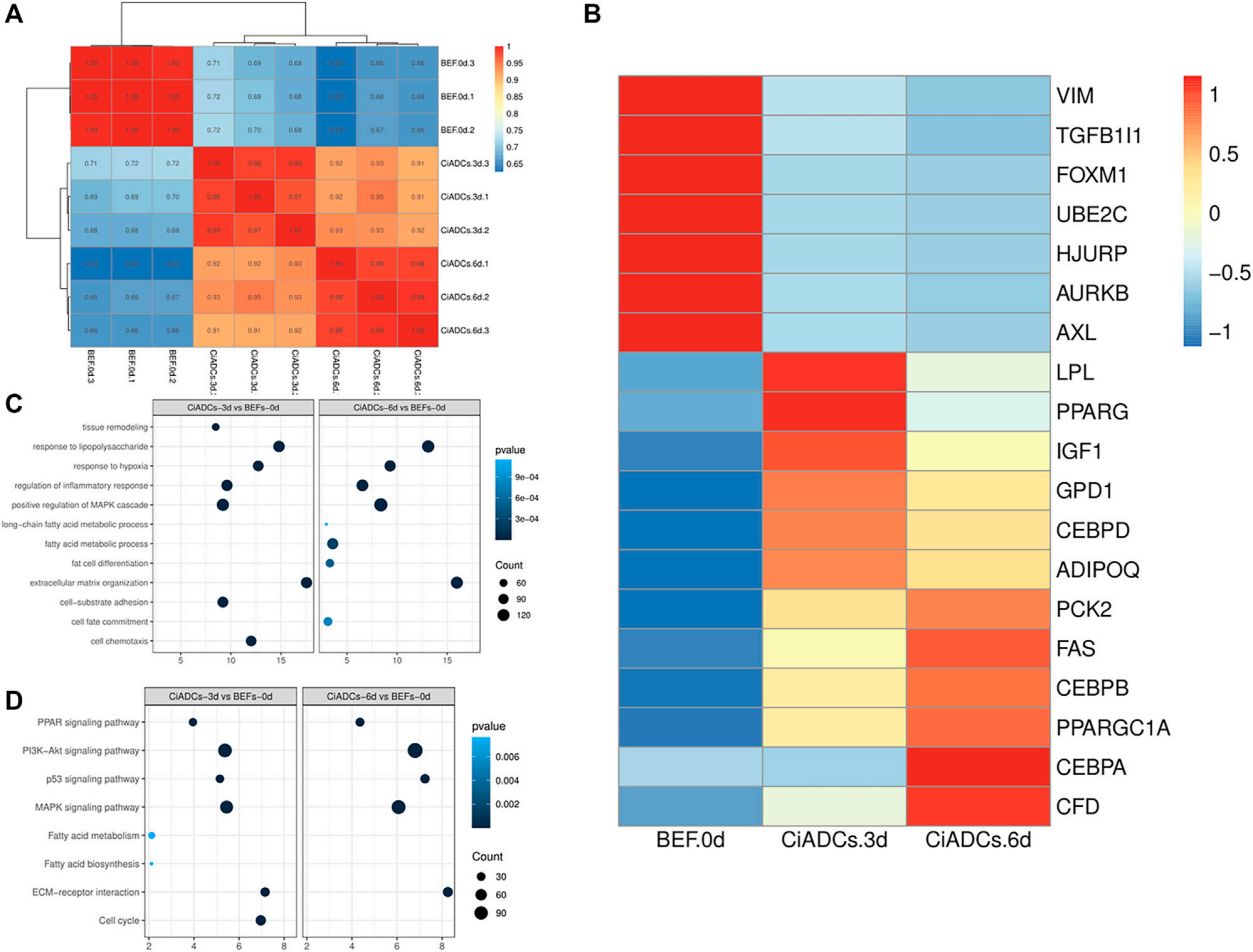
Identification of differentially expressed genes enriched in the transdifferentiation into adipocytes **(A)** Heatmap of BEFs, CiADCs-3d, and CiADCs-6d cells gene expression correlation coefficients in mRNA-seq data. **(B)** Heatmap of the differentially expressed genes. **(C)** GO functional enrichment analysis of the upregulated DEGs. **(D)** KEGG adipogenesis pathway analysis of CiADCs-3d and CiADCs-6d.

Figure 3B is a heat map of differentially expressed genes, showing the fibroblast genes highly expressed in BEFs and the adipocyte marker genes highly expressed in CiADCs-3d/CiADCs-6d. Moreover, the marker genes of LPL, PPARγ(PPARG), IGF1, GPD1, C/EBPβ(CEBPB), and ADIOPQ have more higher expression in CiADCs-3d. 

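VIM (ncbi_280955), which encodes vimentin, was at 9757 ± 826 CPM in BEFs, 2067 ± 113 in CiADCs-3d and 1169 ± 124.5 in CiADCs-6d. Its log2 fold change against BEFs was -2.24 on day 3 and -3.06 on day 6 (standard error 0.12 for both, adjusted p = 1.22e-08 and 1.03e-09). TGFB1I1 (ncbi_515834) fell by 1.99 on day 3 and by 2.68 on day 6 on the log2 scale (adjusted p = 9.16e-06 and 7.18e-07). AXL (ncbi_516598) fell by 1.93 and by 2.18 (adjusted p = 2.5e-08 and 8.16e-09). The other genes of the fibroblast block act in cell division. FOXM1 (ncbi_513643) had a log2 fold change of -4.49 on day 3 and -6.6 on day 6. UBE2C (ncbi_506962) had -4.08 and -5.7, HJURP (ncbi_617456) had -4.19 and -6.03, and AURKB (ncbi_360192) had -3.72 and -5.74. Their adjusted p was at most 8.6e-07. Without CiADCs-3d replicate 3, FOXM1, UBE2C and HJURP fell by 5.3, 4.76 and 4.84 on day 3, and without CiADCs-6d replicate 2 FOXM1 fell by 7.54 on day 6. Every CiADCs sample lay below every BEFs sample for each of these genes. Of the 12 genes of the adipocyte blocks, 11 were higher in CiADCs-3d than in BEFs, and all 12 were higher in CiADCs-6d. These calls use the adjusted p alone. CEBPA was not higher on day 3. FAS among the 12 is, by its gene identifier, the Fas cell surface death receptor. Fatty acid synthase (FASN) was lower than in BEFs on both days, with log2 fold changes of -1.18 and -1.2. The call of CFD on day 3 (adjusted p = 0.0254) ended without BEFs replicate 1 or 3 or CiADCs-3d replicate 3 (adjusted p = 0.0742, 0.0719 and 0.131). It also ended with limma on log2(FPKM + 1) without a filter (adjusted p = 0.0526). On day 6 the call of GPD1 ended without BEFs replicate 2 (adjusted p = 0.0621). That of IGF1 ended with limma on log2(FPKM + 1), with a filter or without (adjusted p = 0.0769 and 0.132). The most abundant of them in CiADCs-6d were PCK2, CEBPD, CEBPB and FAS, and the others were at 12.39 CPM or less.

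**Figure D2:**
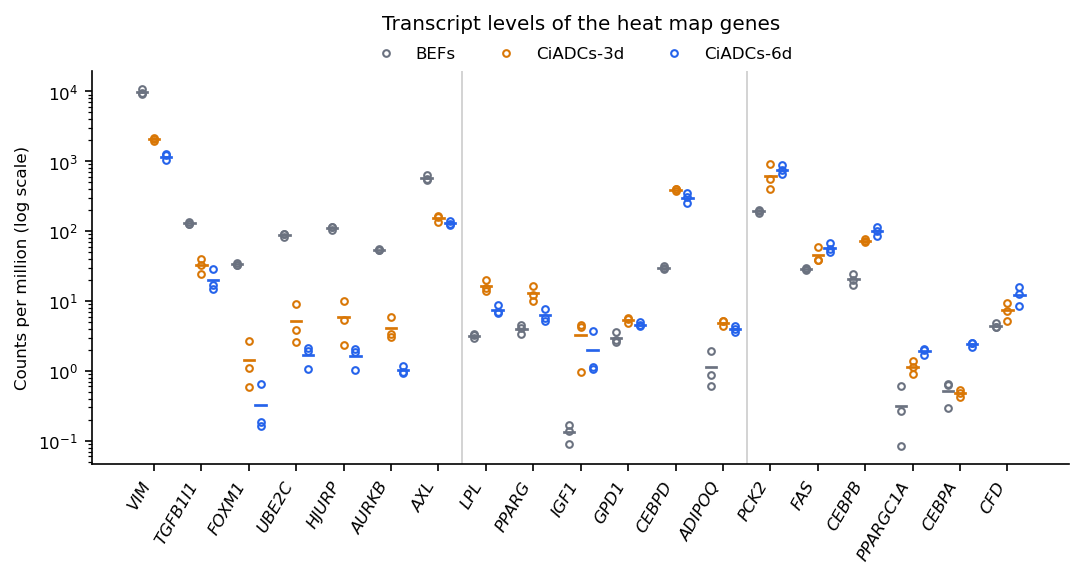
CPM on a log axis of the genes of the heat map in BEFs, CiADCs-3d and CiADCs-6d. Points are samples and lines are means of 3 samples, and vertical lines separate the fibroblast genes from the adipocyte genes named for day 3 and for day 6. VIM lies at 9757 CPM in BEFs and at 1169 CPM in CiADCs-6d.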

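LPL (ncbi_280843), which encodes lipoprotein lipase, was at 3.186 ± 0.2314 CPM in BEFs, 16.48 ± 3.101 in CiADCs-3d and 7.536 ± 1.187 in CiADCs-6d. Its log2 fold change from day 3 to day 6 was -1.13 (standard error 0.17, adjusted p = 0.00108). PPARG (ncbi_281993) was at 4.018 ± 0.5448, 12.92 ± 3.298 and 6.256 ± 1.371 CPM in the same order. Its log2 fold change was 1.68 on day 3 (standard error 0.22, adjusted p = 4.03e-05) and 0.64 on day 6 (standard error 0.23, adjusted p = 0.0264). PPARG changed by -1.05 between the days (standard error 0.22, adjusted p = 0.00497). The call of PPARG on day 6 ended without BEFs replicate 1, BEFs replicate 2 or CiADCs-6d replicate 3. All 3 CiADCs-3d samples lay above all 3 CiADCs-6d samples for LPL and for PPARG. IGF1 (ncbi_281239) was at 3.241 ± 1.98 CPM in CiADCs-3d and 1.975 ± 1.525 in CiADCs-6d, against 0.1318 ± 0.0396 in BEFs. The difference of IGF1 between the days did not pass the test (log2 fold change -0.71, standard error 0.55, adjusted p = 0.351). Without CiADCs-6d replicate 1 it was -1.62 (adjusted p = 0.0359). GPD1 (ncbi_525042) was at 2.978 ± 0.5092 CPM in BEFs, 5.371 ± 0.488 in CiADCs-3d and 4.615 ± 0.3187 in CiADCs-6d. Between the days its log2 fold change was -0.22 (standard error 0.19, adjusted p = 0.395). ADIPOQ (ncbi_282865), which encodes adiponectin, was at 1.145 ± 0.7137, 4.855 ± 0.431 and 3.969 ± 0.3836 CPM. Between the days it changed by -0.29 (standard error 0.3, adjusted p = 0.49). The heat map of Figure 3B shows CEBPD (ncbi_281678) in this block. It was at 29.98 ± 1.615 CPM in BEFs, 393.9 ± 16.73 in CiADCs-3d and 302.8 ± 45.87 in CiADCs-6d. Its log2 fold change between the days was -0.38 (standard error 0.11, adjusted p = 0.028), with all 3 samples of day 3 above those of day 6. This call ended without CiADCs-3d replicate 2 or 3, or without CiADCs-6d replicate 2 or 3.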

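CEBPA (ncbi_281677) was at 0.5221 ± 0.1999 CPM in BEFs, 0.4794 ± 0.05413 in CiADCs-3d and 2.409 ± 0.2103 in CiADCs-6d. On day 6 it was above day 3 by a log2 fold change of 2.32 (standard error 0.35, adjusted p = 0.000981). Against BEFs it was -0.12 on day 3 (standard error 0.4, adjusted p = 0.82) and 2.2 on day 6 (standard error 0.34, adjusted p = 0.000112). CEBPB (ncbi_338319) rose from 20.53 ± 3.554 CPM in BEFs to 73.27 ± 3.873 in CiADCs-3d and 99.28 ± 14.53 in CiADCs-6d. Between the days CEBPB changed by 0.44 (standard error 0.14, adjusted p = 0.0317), with every sample of day 6 above every sample of day 3. That call ended without BEFs replicate 3, CiADCs-3d replicate 2, CiADCs-3d replicate 3, CiADCs-6d replicate 1 or CiADCs-6d replicate 3. CFD (ncbi_505647), which encodes complement factor D (adipsin), was at 4.417 ± 0.3648, 7.346 ± 2.118 and 12.39 ± 3.685 CPM. CFD rose between the days by 0.75 on the log2 scale (standard error 0.25, adjusted p = 0.0398), and the samples of the 2 days overlapped. Leaving out any BEFs sample, CiADCs-3d replicate 1 or 2, or CiADCs-6d replicate 1 or 3 ended this call. PCK2 (ncbi_282856) was at 192.3 ± 9.867 CPM in BEFs, 623.6 ± 269.3 in CiADCs-3d and 757.4 ± 120.9 in CiADCs-6d. Between the days PCK2 changed by 0.28 (standard error 0.24, adjusted p = 0.394). FAS (ncbi_282488) was at 28.65 ± 0.8211, 45.22 ± 11.56 and 58.02 ± 8.346 CPM, with a log2 fold change between the days of 0.36 (standard error 0.16, adjusted p = 0.113). Without CiADCs-3d replicate 1 the change was 0.63 for PCK2 (adjusted p = 0.0103) and 0.55 for FAS (adjusted p = 0.00535). PPARGC1A (ncbi_338446) was at 0.3186 ± 0.265, 1.154 ± 0.2523 and 1.923 ± 0.1898 CPM. Between the days it rose by 0.73 on the log2 scale (standard error 0.41, adjusted p = 0.202). The symbol FAS in the table stands for the Fas cell surface death receptor. Fatty acid synthase is listed as FASN (ncbi_281152), with 408.2 ± 57.55 CPM in BEFs, 179.6 ± 8.386 in CiADCs-3d and 177.6 ± 29.68 in CiADCs-6d. Its log2 fold change against BEFs was -1.18 on day 3 and -1.2 on day 6 (standard error 0.13 for both, adjusted p = 1.04e-05 and 7.14e-06).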

The mRNA levels of marker genes of PCK2, FAS, C/EBPβ(CEBPB), PPARGC1A, C/EBPα(CEBPA), CFD were significantly higher than CiADCs-6d.

GO and KEGG enrichment analysis were conducted to uncover the gene function and biological pathways of DEGs. The GO enrichment analysis (Figure 3C) showed that response to lipopolysaccharide, response to hypoxia, regulation of inflammatory response, positive regulation of MAPK cascade, extracellular matrix organization were significantly enriched in CiADCs-3d/CiADCs-6d. 

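Enrichment among the higher genes was tested with a one-sided hypergeometric test, with the GO terms that the deposited table gives for each gene. The background was the 9237 tested genes that carry such a term, and p was adjusted over 848 terms of 10 to 500 genes. The 21 alternatives counted for a term are other fits, filters, scalings, backgrounds and left-out samples. Other directions and an unadjusted p are not among them. Positive regulation of MAPK cascade held 21 higher genes of 58 in CiADCs-3d, against 10.1 by chance (adjusted p = 0.0234). In CiADCs-6d it held 24, against 12.1 by chance (adjusted p = 0.0169). On day 3 this passed under 16 of 21 alternatives (adjusted p 0.0233 to 0.164) and ended without BEFs replicate 1 or CiADCs-3d replicate 2. On day 6 it passed under 16 of 21 as well (adjusted p 0.00485 to 0.359). PDGFB (ncbi_540106), a member of the term, had a log2 fold change of 7.4 on day 3 and 8.49 on day 6 (adjusted p = 5.59e-09 and 1.08e-09). Response to lipopolysaccharide held 13 higher genes of 39 in CiADCs-3d (6.8 by chance, adjusted p = 0.113) and 13 in CiADCs-6d (8.2 by chance, adjusted p = 0.264). CXCL8 (ncbi_280828), an interleukin of this term, rose from 0.5222 ± 0.2413 CPM in BEFs to 105.8 ± 26.36 in CiADCs-3d and 192.5 ± 25.75 in CiADCs-6d. Response to hypoxia held 12 higher genes of 46 in CiADCs-3d (adjusted p = 0.397) and 17 in CiADCs-6d (adjusted p = 0.0968). Extracellular matrix organization held 8 higher genes of 41 in CiADCs-3d and 9 in CiADCs-6d (adjusted p = 0.896 and 0.933). Among the lower genes it held 12 in CiADCs-3d and 15 in CiADCs-6d (adjusted p = 0.06 and 0.0307). For these last 3 terms the adjusted p among the higher genes was above 0.05 on both days under each of 21 alternatives. No gene of the table carries the term regulation of inflammatory response, so the paper's GO gene sets may differ from these. Terms close to regulation of inflammatory response, picked after the results were seen, passed among the higher genes. Inflammatory response held 30 of 84 on day 3 and 32 on day 6 (adjusted p = 0.00544 and 0.0135). Acute inflammatory response held 13 of 19 and 12 (adjusted p = 0.000338 and 0.00603). The list of inflammatory mediators was used for this function as well. Of 24 measured, 22 were higher and 0 lower on both days (22 when adjusted over the list alone), with medians of 4.98 on day 3 and 4.82 on day 6 (camera, adjusted p = 1.32e-11 and 5.25e-10). The list did not pass with an estimated correlation (adjusted p = 0.117 and 0.197). With IL1B, which had no count in BEFs, at its bound, the medians were 4.83 and 4.62. The list of hypoxia targets did not shift, with 12 higher and 10 lower of 25 on day 3 and 13 and 9 on day 6, the same when adjusted over the list alone (adjusted p = 0.961 and 0.61).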

The GO analysis results revealed that the upregulated DEGs were significantly enriched in tissue remodeling, cell-substrate adhesion, and cell chemotaxis in CiADCs-3d. 

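Tissue remodeling held 11 higher genes of 31 in CiADCs-3d, against 5.4 by chance (hypergeometric test, adjusted p = 0.113). It did not pass under any of 21 alternatives (adjusted p 0.0967 to 0.395). In CiADCs-6d it held 10 (adjusted p = 0.393). EPAS1 (ncbi_282711) is one of its members, at 60.05 ± 0.9759 CPM in BEFs, 1836 ± 245.1 in CiADCs-3d and 2558 ± 206.5 in CiADCs-6d. ELN (ncbi_280781), the elastin gene in the same term, fell by 4.58 on the log2 scale on day 3 (standard error 0.22, adjusted p = 4.72e-09). Cell-substrate adhesion held 13 higher genes of 37 in CiADCs-3d, against 6.4 by chance (adjusted p = 0.0789). It passed under 6 of 21 alternatives (adjusted p 0.0198 to 0.194), among them without BEFs replicate 2 and without any one of the CiADCs-6d samples. In CiADCs-6d it held 14 (adjusted p = 0.128). TNXB (ncbi_282654) of this term rose from 16.69 ± 7.152 CPM in BEFs to 1313 ± 351.8 in CiADCs-3d. BCAM (ncbi_282862) had a log2 fold change of 3.42 on day 3 (standard error 0.12, adjusted p = 4.34e-10). The difference between the days was not past the test for either term (adjusted p of all called genes 1 for tissue remodeling and 0.795 for cell-substrate adhesion). No gene of the table carries the term cell chemotaxis. Related terms, picked after the results were seen, passed among the higher genes of CiADCs-3d. Positive regulation of leukocyte chemotaxis held 11 of 16 (2.8 by chance, adjusted p = 0.00132), and granulocyte chemotaxis held 12 of 21 (3.6 by chance, adjusted p = 0.00544). Of 20 enzymes of matrix remodelling, 7 were higher and 11 lower on day 3, and 9 and 10 on day 6, the same when adjusted over the list alone (camera, adjusted p = 0.634 and 0.99). The terms with the lowest adjusted p among the higher genes of CiADCs-3d were immune system process with 35 of 77 genes (7.62e-06) and angiogenesis with 43 of 113 (5.1e-05).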

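Among the genes higher in CiADCs-6d, fat cell differentiation held 33 of 78, against 16.3 by chance (adjusted p = 0.00181 over 848 GO terms). It passed under each of 21 alternatives (adjusted p 5.92e-05 to 0.00451). In CiADCs-3d the same term held 25, against 13.5 by chance (adjusted p = 0.0343), and passed under 12 of 21 alternatives (adjusted p 0.0113 to 0.0717). It ended there without BEFs replicate 2, CiADCs-3d replicate 3, CiADCs-6d replicate 2 or CiADCs-6d replicate 3. Of the genes called higher from day 3 to day 6, 9 belong to it, against 3.2 by chance (adjusted p = 0.164). SOD2 (ncbi_281496) is a member, at 24.56 ± 3.558 CPM in BEFs, 1460 ± 143.6 in CiADCs-3d and 1393 ± 211.8 in CiADCs-6d. ZBTB16 (ncbi_534401), with 1 count in BEFs, was 379-fold higher in CiADCs-6d (counting interval 67.6 to 15000). Fatty acid metabolic process held 8 higher genes of 43 (9 by chance), long-chain fatty acid metabolic process 1 of 12 (2.5 by chance) and cell fate commitment 2 of 10 (2.1 by chance), each with an adjusted p of 1 in CiADCs-6d. The lowest adjusted p under any alternative was 0.838 for fatty acid metabolic process and 1 for the others. Gene lists gave the adipocyte genes in another way. Of 17 regulators of adipogenesis, 11 were higher and 3 lower in CiADCs-6d, with a median log2 fold change of 1.38 (camera, adjusted p = 0.0609). In CiADCs-3d, 11 were higher and 2 lower, with a median of 0.78 (adjusted p = 0.0318). This was 0.0543 without BEFs replicate 2 and 0.294 with an estimated correlation. KLF4 (ncbi_520842) had a log2 fold change of 3.02 on day 6 and KLF9 (ncbi_539139) of 2.99. Of 20 markers of mature adipocytes, 11 were higher and 5 lower in CiADCs-6d (11 and 6 when adjusted over the list alone), with a median of 0.88 (adjusted p = 0.429). On day 3, 11 were higher and 6 lower (adjusted p = 0.35). FABP4 (ncbi_281759), a fatty acid binding protein of adipocytes, fell from 10.92 ± 0.6671 CPM in BEFs to 0.8634 ± 0.4611 in CiADCs-6d (log2 fold change -3.64, standard error 0.46, adjusted p = 1.8e-05). CD36 (ncbi_281052), a fatty acid transporter, had 2 counts in BEFs and was 272-fold higher in CiADCs-6d (counting interval 74.8 to 2250). These intervals and floors cover counting error only. Of 15 lipid droplet proteins, 8 were higher and 1 lower on day 6 (7 and 1 when adjusted over the list alone), and 8 and 2 on day 3 (adjusted p = 0.31 and 0.291). CIDEC (ncbi_534607) among them had a log2 fold change of -4.32 on day 6 (standard error 0.83, adjusted p = 0.000554), -3.53 without BEFs replicate 3 and -5.16 without CiADCs-6d replicate 1. Of 7 genes of thermogenic adipocytes, 4 were higher and 1 lower on both days (adjusted p = 0.535 on day 3 and 0.429 on day 6). For the lists without a second count, adjusting over the list alone gave the same numbers.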

GO of CiADCs-6d analysis revealed that fat adipose specific genes of upregulated were significantly enriched in long-chain fatty acid metabolic process, fatty acid metabolic process, fat cell differentiation, and cell fate commitment. KEGG pathway analysis of CiADCs-3d/CiADCs-6d both annotated significant features related to PPAR signaling pathway, PI3K−Akt signaling pathway, p53 signaling pathway, MAPK signaling pathway, and ECM-receptor interaction, indicating that these substances could also be involved in the mechanism of adipogenesis. 

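Enrichment of KEGG pathways was tested among the genes called in either direction, against 5452 tested genes with a pathway and over 317 pathways. ECM-receptor interaction held 38 called genes of 71 in CiADCs-3d and 46 in CiADCs-6d, against 21.8 and 25.8 by chance (adjusted p = 0.00108 and 4.27e-05). It passed on both days under each of 21 alternatives. Among the higher genes alone it held 28 and 30 and passed (adjusted p = 0.00224 and 0.00394), and it did not pass among the lower genes alone. In gene set enrichment analysis its adjusted p was 0.0742 on day 3 and 0.327 on day 6, and in camera 0.546 and 0.693. The PPAR signaling pathway held 29 of 58 in CiADCs-3d (17.8 by chance, adjusted p = 0.0165) and passed under each of 21 alternatives there, and not among the lower genes alone. In CiADCs-6d it held 31 (21.1 by chance, adjusted p = 0.045) and passed under 13 of 21 (adjusted p 0.00949 to 0.0741). Leaving out BEFs replicate 2 or 3, any CiADCs-3d sample or CiADCs-6d replicate 2 ended the call on day 6. Among the higher genes alone the pathway held 24 on day 3 and 23 on day 6, and passed (adjusted p = 0.00259 and 0.0297). ANGPTL4 (ncbi_509963) of this pathway was at 5.778 ± 0.7758 CPM in BEFs, 592.5 ± 84.65 in CiADCs-3d and 795.5 ± 118.7 in CiADCs-6d. The PI3K-Akt signaling pathway held 102 of 269 in CiADCs-3d (82.6 by chance, adjusted p = 0.045) and 124 in CiADCs-6d (97.9 by chance, adjusted p = 0.007). The call on day 3 ended without CiADCs-3d replicate 1 (adjusted p = 0.0754, the highest of a range from 0.00327) and without the CiADCs samples numbered 1 (0.0638). It also ended with the replicate block (0.0727), with at least 10 counts in every sample (0.0644) and among the higher genes alone (0.0687). On day 6 the call ended with at least 10 counts in every sample (0.0571). With limma on log2(FPKM + 1) it ended with a filter (0.052) and without (0.146). The p53 signaling pathway held 41 of 75 in CiADCs-6d (27.3 by chance, adjusted p = 0.0111), and it passed there under each of 21 alternatives. It did not pass among its 25 higher genes alone (adjusted p = 0.151) or its 16 lower genes alone (adjusted p = 0.387). In CiADCs-3d it held 32 (23 by chance, adjusted p = 0.098), of which 14 were higher and 18 lower. It passed on day 3 under 8 of 21 alternatives (adjusted p 0.000436 to 0.157), among them without BEFs replicate 1 or 2 and without CiADCs-3d replicate 2 or 3. Between the days it held 15 called genes, against 5.7 by chance (adjusted p = 0.0402). That call ended without CiADCs-3d replicate 2 or CiADCs-6d replicate 1 (adjusted p over the alternatives 2.13e-05 to 0.219). It also ended with upper-quartile scaling (adjusted p = 0.0984) and among the higher genes alone (adjusted p = 0.0563). Of 25 targets of p53, 17 were higher and 5 lower on day 3, and 19 and 5 on day 6, the same when adjusted over the list alone (camera, adjusted p = 0.147 and 0.00161). The latter was 0.399 with an estimated correlation. BBC3 (ncbi_782359), a target that acts in cell death, had a log2 fold change of 2.6 on day 3 and 4.24 on day 6 (standard error 0.13 for both, adjusted p = 6.59e-09 and 1.6e-10). The MAPK signaling pathway held 87 of 236 in CiADCs-3d (72.5 by chance, adjusted p = 0.114) and 100 in CiADCs-6d (85.9 by chance, adjusted p = 0.147). It passed under 4 of 21 alternatives on day 3 (adjusted p 0.0134 to 0.579), among them without CiADCs-3d replicate 3 or CiADCs-6d replicate 3. On day 6 it passed without CiADCs-6d replicate 3 alone (adjusted p 0.0498 to 0.498 over the alternatives). Among the higher genes alone of CiADCs-6d it held 75, against 55.5 by chance (adjusted p = 0.0161).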

When the CiADCs-3d was compared to CiADCs-6d, the significant pathways were fatty acid biosynthesis, fatty acid metabolism, and cell cycle (Figure 3D).

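Between CiADCs-3d and CiADCs-6d, the cell cycle pathway held 24 called genes of 123, against 9.3 by chance (adjusted p = 0.00354). Of these, 9 rose and 15 fell from day 3 to day 6. The call passed under 20 of 21 alternatives (adjusted p 8.04e-05 to 0.147) and ended without CiADCs-6d replicate 1. CDC20 (ncbi_515376) had the largest fall, from 5.008 ± 2.931 CPM in CiADCs-3d to 0.6474 ± 0.3289 in CiADCs-6d, with 108.9 ± 2.482 in BEFs. Between the days CDC20 changed by -2.94 on the log2 scale (standard error 0.42, adjusted p = 0.000718), and -2.33 without CiADCs-3d replicate 3. CCNE2 (ncbi_538436), a cyclin, rose from 0.744 ± 0.477 CPM on day 3 to 5.62 ± 1.175 on day 6 (log2 fold change 2.89, standard error 0.37, adjusted p = 0.000379). Fatty acid metabolism held 1 called gene of 46, against 3.5 by chance, and fatty acid biosynthesis 0 of 11, against 0.8 by chance. The adjusted p was 1 for both, under each of 21 alternatives as well. Fewer genes pass the fold threshold here than against BEFs. In gene set enrichment analysis (GSEA), which uses no threshold, fatty acid metabolism had a normalized enrichment score of -1.68 from day 3 to day 6 (adjusted p = 0.0679). The same pathway was lower on day 6 in camera (adjusted p = 0.00897, and 0.873 with an estimated correlation). The cell cycle pathway scored -1.33 between the days (adjusted p = 0.181), and its adjusted p in camera was 0.747 (0.954 with an estimated correlation). CPT2 (ncbi_504502) of fatty acid metabolism fell from 400.2 ± 56.58 CPM on day 3 to 200.3 ± 57.67 on day 6 (log2 fold change -1, standard error 0.17, adjusted p = 0.00176). SCD5 (ncbi_617419), a desaturase of fatty acids, fell by 0.8 on the log2 scale (standard error 0.13, adjusted p = 0.00125).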

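GSEA was run with fgsea on the log2 fold changes of all tested genes, with 317 KEGG pathways of 10 to 500 genes. Arachidonic acid metabolism had a normalized enrichment score of 1.72 in CiADCs-3d (adjusted p = 0.00477) and 1.75 in CiADCs-6d (adjusted p = 0.00328). It passed under 20 of 21 alternatives on day 3 (adjusted p 0.000925 to 0.0864) and under each of them on day 6. GPX3 (ncbi_281210) of this pathway was at 21.5 ± 2.259 CPM in BEFs, 4926 ± 272.5 in CiADCs-3d and 6120 ± 641.7 in CiADCs-6d. PTGES (ncbi_282019), a prostaglandin E synthase, had a log2 fold change of 7.8 on day 3 and 8.44 on day 6 (standard error 0.22 for both, adjusted p = 8.9e-11 and 5.68e-11). The PPAR pathway scored 1.66 in CiADCs-3d (adjusted p = 0.00724), and it passed under each of 21 alternatives there. In CiADCs-6d it scored 1.45 (adjusted p = 0.111) and passed under 4 of 21 alternatives (adjusted p 0.00906 to 0.191). Its score between the days was -1.02 (adjusted p = 0.879). PLTP (ncbi_505640), a phospholipid transfer protein of the PPAR pathway, rose from 8.059 ± 0.3066 CPM in BEFs to 191.4 ± 62.87 in CiADCs-3d and 447.1 ± 179.5 in CiADCs-6d. The adipocytokine pathway scored 1.5 in CiADCs-3d (adjusted p = 0.0769) and 1.58 in CiADCs-6d (adjusted p = 0.0245). On day 3 it passed under 7 of 21 alternatives (adjusted p 0.00114 to 0.261), among them without BEFs replicate 3 or CiADCs-6d replicate 3. On day 6 it passed under 19 of 21 (adjusted p 0.00397 to 0.34) and ended without CiADCs-6d replicate 2. The MAPK pathway scored 1.25 in CiADCs-3d (adjusted p = 0.129) and 1.36 in CiADCs-6d (adjusted p = 0.0336). It passed under 5 of 21 alternatives on day 3 (adjusted p 0.0114 to 0.377) and 16 of 21 on day 6 (adjusted p 0.00117 to 0.158). On day 6 it ended without CiADCs-3d replicate 2, CiADCs-3d replicate 3 or CiADCs-6d replicate 2. IL1A (ncbi_281250) among its members had a log2 fold change of 7.63 on day 3 and 8.49 on day 6 (standard errors 0.54 and 0.53, adjusted p = 1.53e-07 and 3.89e-08). Between the days the scores were 1.01 for adipocytokine (adjusted p = 0.88) and 1.42 for MAPK (adjusted p = 0.11). Of the 317 pathways, 62 were raised and 13 lowered in CiADCs-3d, and 59 and 11 in CiADCs-6d. With an estimated correlation in camera, none of the pathways of Figure 4 passed on either day.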

Gene set enrichment analysis (GSEA) revealed that numerous adipogenesis-related KEGG pathways were significantly upregulated, which included adipocytokine, arachidonic acid metabolism, MAPK and PPAR signaling pathway (Figure 4). Furthermore, fat digestion and absorption pathways were only upregulated in CiADCs-6d (Figure 4B). 

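Fat digestion and absorption had 21 tested genes. Its normalized enrichment score was 0.88 in CiADCs-6d (adjusted p = 0.896) and 1 in CiADCs-3d (adjusted p = 0.773). From day 3 to day 6 the score was -0.79 (adjusted p = 0.995). It passed under none of 21 alternatives, with an adjusted p of 0.234 to 0.971 in CiADCs-6d and 0.509 to 0.906 in CiADCs-3d. In the hypergeometric test, 7 of its genes were higher in CiADCs-6d and 4 were lower (11 of 21, 7.6 by chance, adjusted p = 0.348). APOA4 (ncbi_537301), an apolipoprotein, was at 0.2728 ± 0.1829 CPM in BEFs, 0.8572 ± 0.2466 in CiADCs-3d and 2.156 ± 0.3408 in CiADCs-6d. ABCA1 (ncbi_535379), a cholesterol transporter, had a log2 fold change of 2.91 in CiADCs-6d (standard error 0.12, adjusted p = 1.58e-09) and 2.54 in CiADCs-3d. APOA1 (ncbi_281631) fell from 39.72 ± 3.582 CPM in BEFs to 14.83 ± 1.429 in CiADCs-3d and 4.842 ± 1.245 in CiADCs-6d. AGPAT2 (ncbi_512112), an enzyme of triglyceride synthesis, fell by 2.47 on the log2 scale in CiADCs-6d (standard error 0.14, adjusted p = 2.03e-08).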

Altogether, these findings indicated that the signal pathways of regulating adipose differentiation have been turned on in CiADCs-3d (Figure 4A).

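Of the 4 pathways shown for CiADCs-3d in Figure 4A, GSEA raised 2, arachidonic acid metabolism and PPAR signaling. Of the 5 shown for CiADCs-6d, it raised 3, adipocytokine signaling, arachidonic acid metabolism and MAPK signaling. From day 3 to day 6 it raised 0 of them. At an unadjusted p under 0.05 it raised 4 on day 3 and 1 between the days. With the signed test statistic as the rank, 4 were raised on day 3 and 2 between the days. On day 6, PPAR signaling passed as well at an unadjusted p (0.0299) and with the signed statistic (adjusted p = 0.00906). Counts at an adjusted p use a threshold of 0.05. Read by eye, the paper's adjusted p lay above 0.05 for each of the 5 pathways of Fig. 4B. Its choice for day 6 therefore rested on a looser cutoff than the counts given here. From pathways of adipose differentiation raised on day 3, the paper takes these pathways to be turned on by then. In its discussion the paper reasons from early factors that were higher on day 3 and later markers that were higher on day 6. From these it infers that CiADCs-6d tended to complete the change, and raises a start of differentiation by day 3 more cautiously.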

**FIGURE 4:**
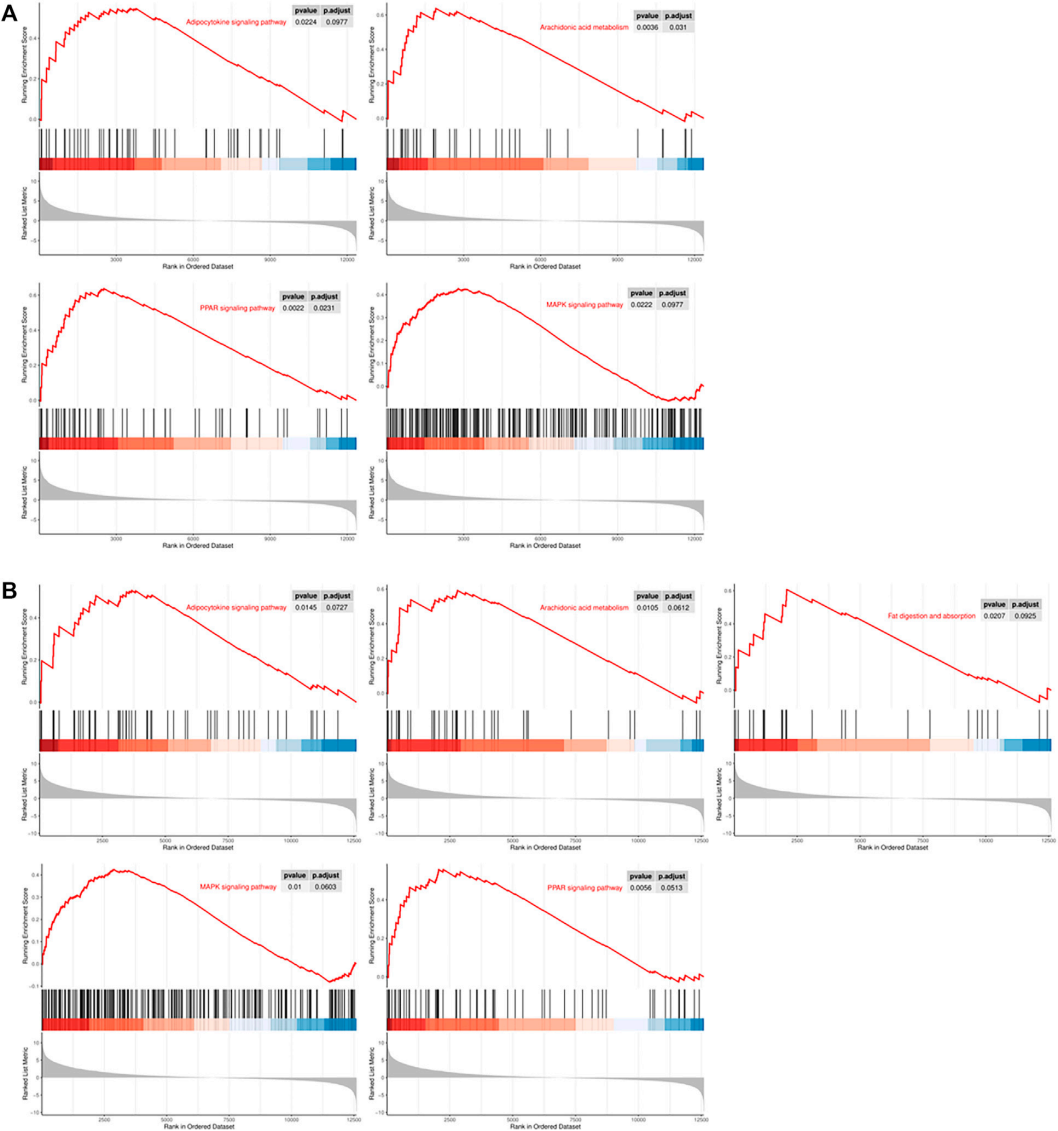
Gene set enrichment analysis (GSEA) of CiADCs-3d/6d revealed several signaling pathways that were either activated **(A)** CiADCs-3d: adipocytokine, arachidonic acid metabolism, MAPK and PPAR signaling pathway. **(B)** CiADCs-6d: adipocytokine, arachidonic acid metabolism, fat digestion and absorption, MAPK and PPAR signaling pathway. Color scaled within each row. Red color indicates high expression level, while blue color indicates low expression level.

## 4 Discussion

In the present study, a combination of small-molecule compounds RVB was used to transdifferentiate bovine ear fibroblasts into the chemically-induced adipocyte cells (CiADCs) that have a large number of lipid droplets. Importantly, the small-molecule cocktail significantly shortened the turnaround time and enhanced reprogramming efficiency. The morphology of CiADCs is close to the “ring type” of natural differentiated adipocytes on sixth day. qRT-PCR analyses revealed that the adipocyte-specific genes were significantly upregulated. Through the analysis from CiADCs-3d to CiADCs-6d by transcriptome, we found some signaling pathways that regulate the adipose differentiation were switched on continuous. Collectively, our results showed a chemical induction method that efficient induction of conversion into CiADCs, which could contribute to study the mechanisms of adipocyte transdifferentiation and adipocyte developmental differentiation.

Adipocyte-like cell could be identified as early as 6 days and their numbers increased modestly after. Since, the morphology is more similar to that of naturally differentiated adipocytes, we compared the expression level of adipocyte-specific genes (PPARγ, C/EBPα, LPL, C/EBPβ, C/EBPδ, and ADIPOQ) among CiADCs-3d, CiADCs-6d and natural adipocytes by qRT-PCR. In the results, the CiADCs showed similar adipocyte-specific gene expression patterns to adipocytes. These data indicate that BEFs have been transdifferentiated into adipocyte-like cells after 6 days of induction. Lipoprotein lipase (LPL), a key enzyme controlling lipid accumulation adipocyte, is highly expressed in fat cells (Bouraoui et al., 2012). PPARγ is abundant in adipose tissue and is induced before many adipocyte genes are transcribed, which plays an important role in adipocyte differentiation (Yang et al., 2017). C/EBPβ and C/EBPδ are regulatory factors in the early stage of adipocyte differentiation, which initiates adipocyte refinement by inducing the expression of PPARγ and C/EBPα (Darlington et al., 1998; Fajas et al., 1998). RVB increased protein expression of PPARγ and C/EBPα in the chemically-induced adipocytes (CiADCs-6d). These results suggested that PPARγ and C/EBPα play an important role in the mechanisms of conversion from BEFs to CiADCs.

In our sequencing data, the gene expression pattern of initial fibroblasts has changed significantly after experiencing the induction culture by small-molecule compound. Furthermore, analysis on gene enrichment proved that the genes of regulatory factors in the early stage of adipocyte differentiation (LPL, PPARγ, and C/EBPδ) (Macdougald and Lane, 1995) in CiADCs-3d were higher expression than that in CiADCs-6d. On the contrary, the later marker genes of adipocyte differentiation (C/EBPA, FAS, PCK2) (Macdougald and Lane, 1995) were more significantly upregulated in CiADCs-6d. This result not only indicated that CiADCs-6d tended to complete transdifferentiation of adipocytes, but also suggested that adipose-induced differentiation had started at the early stage of induction on the third day. According to GO analysis, there are many GO categories about adipocyte differentiation and lipid synthesis was enriched in biological processes and molecular function. It is important that highly expressed genes in CiADCs-3d/CiADCs-6d are enriched fat cell differentiation and cell fate commitment, which means that the cell fate of fibroblasts have changed. The upregulated expression trend of genes related to the adipocyte differentiation implied the trans-differentiation into adipocytes (Guo H et al., 2021). Gene set enrichment analysis (GSEA) showed the signaling pathway PPAR (Wenjing et al., 2016), PI3K-Akt (Wang et al., 2017), p53 (Molchadsky et al., 2013), and MAPK (Makdissy et al., 2015; Wu et al., 2017) of regulating adipocyte differentiation is already turned on by 3 days of induction. Also, these signaling pathways will still be detected when the cells were induced for 6 days. In addition, the fatty acid metabolism and fatty acid biosynthesis were clearly captured in CiADCs-3d. 

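The PI3K-Akt pathway had a normalized enrichment score of 1.31 in CiADCs-3d (adjusted p = 0.0402). It passed under 13 of 21 alternatives (adjusted p 0.0064 to 0.194). Leaving out BEFs replicate 1, BEFs replicate 3 or any CiADCs-3d sample ended the call. In CiADCs-6d its score was 1.28 (adjusted p = 0.0673), and it passed under 4 of 21 alternatives (adjusted p 0.0135 to 0.248). The difference of the score between the days was not past the test (1.01, adjusted p = 0.88). The p53 pathway scored -1.25 in CiADCs-3d (adjusted p = 0.168) and passed under no alternative (adjusted p 0.0738 to 0.862). In CiADCs-6d it scored 0.82 (adjusted p = 0.999). Its members moved apart on both days. IGFBP3 (ncbi_282261) rose from 55.22 ± 4.371 CPM in BEFs to 6091 ± 815.6 in CiADCs-3d and 2757 ± 700.8 in CiADCs-6d. CCNB1 (ncbi_327679), a mitotic cyclin, fell from 88.06 ± 8.108 CPM in BEFs to 5.55 ± 3.46 in CiADCs-3d and 1.281 ± 0.4432 in CiADCs-6d. Without CiADCs-3d replicate 3 the fall of CCNB1 on day 3 was 4.61 on the log2 scale, against 3.96 with all samples.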

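In CiADCs-3d, KEGG fatty acid biosynthesis held 6 called genes of 11, against 3.4 by chance (adjusted p = 0.288), and fatty acid metabolism 13 of 46, against 14.1 by chance (adjusted p = 1). Neither passed under any of 21 alternatives (adjusted p 0.0689 to 0.348 and 0.311 to 1). Without a fold threshold, 22 genes of fatty acid metabolism were higher and 5 lower (camera, adjusted p = 0.05, and 0.362 with an estimated correlation). Its normalized enrichment score was 1.38 (adjusted p = 0.191). Of 22 listed genes of fatty acid synthesis, 11 were higher and 4 lower in CiADCs-3d (12 and 4 when adjusted over the list alone), with a median log2 fold change of 0.69 (camera, adjusted p = 0.117). In CiADCs-6d, 12 were higher and 7 lower (12 and 7 when adjusted over the list alone), with a median of 0.55 (adjusted p = 0.31). The desaturase FADS1 (ncbi_533107) was at 67.25 ± 7.392 CPM in BEFs, 807.3 ± 144.7 in CiADCs-3d and 1162 ± 67 in CiADCs-6d. MLXIPL (ncbi_788534), a regulator of lipid synthesis, had a log2 fold change of 4.14 in CiADCs-3d (standard error 0.41, adjusted p = 3.35e-06). The elongase ELOVL6 (ncbi_533333) fell by 1.05 on the log2 scale (standard error 0.12, adjusted p = 1.24e-05). Of 23 genes of fatty acid oxidation, 13 were higher and 0 lower in CiADCs-3d (13 when adjusted over the list alone), with a median of 0.37 (adjusted p = 0.0116, and 0.117 with an estimated correlation). In CiADCs-6d, 11 were higher and 3 lower (adjusted p = 0.236), and between the days 1 rose and 5 fell (adjusted p = 0.0527). Mitochondrial reads made up 2.37 to 3.14% of the counts in CiADCs-3d, against 1.45 to 1.65% in BEFs and 1.43 to 1.95% in CiADCs-6d. PDK4 (ncbi_507367), which limits the use of glucose, rose from 1.206 ± 0.1601 CPM in BEFs to 29.75 ± 3.287 in CiADCs-3d and 23.61 ± 2.693 in CiADCs-6d. Of 24 genes of cholesterol synthesis, 2 were higher and 8 lower in CiADCs-3d, and 4 and 12 in CiADCs-6d, the same when adjusted over the list alone (adjusted p = 0.294 and 0.0655).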

The upregulation FAS and LPL were key genes that regulate fatty acid metabolism (Kim and Spiegelman, 1996). Meanwhile, the fatty acid biosynthesis increases lipid accumulation (Horton and Shimomura, 1999).

In this study, the bovine adipocyte-like cells induced by pure small-molecule cocktails were appeared only for 6 days. In another research, the porcine embryonic fibroblasts were directly reprogrammed into adipocytes with the treatment of SB431542 and Thiazovivin. The adipocytes were observed for 10–15 days (Zhu et al., 2012). Afterwards, Sowa et al. (2021) revealed that human dermal fibroblasts can be directly converted into adipocytes by adding a single chemical compound, STK287794, for 14 days. Moreover, Xie’s team reported that RepSox in the fibroblast growth medium (MDI free) for 10 days was sufficient to induce adipogenesis in MEFs (Tu et al., 2019). However, we reported a method for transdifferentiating bovine fibroblasts into adipocytes and shortening the time of induction. This may be due to our culture system and combination of small-molecule compounds.

As a potent and selective TGFβRI/ALK5 inhibitor, Repsox inhibits the binding of ATP to ALK5 and the autophosphorylation of ALK5, and then inhibits TGF-β signaling (Tu et al., 2019; Guo Y et al., 2021). TGFβ signaling pathway regulates the differentiation program of a variety of cell types, including mesenchymal cell (Zhao and Hantash, 2011; Massagué and Xi, 2012; Grafe et al., 2017). R has crucial effect on the induction of mouse embryonic fibroblasts/sheep fibroblasts adipogenesis (Tu et al., 2019; Guo Y et al., 2021). It is worth noting that the TGF-β pathway has differing effects on pluripotency between species. Larsen et al. (2013) found when bovine embryonic fibroblasts were treated by a single small molecule (Repsox), only the gens of Actc1, BGLAP, and Fzd4 were significant upregulation without the generation of adipocytes. In our experiment, we showed for the first time that the bovine adipocyte-like cells which induced by the cocktail of small molecules (RVB) and N2B27 medium. We speculate that reprogramming of bovine fibroblasts to adipose differentiation was rapidly initiated by the synergistic effects of the small-molecule cocktail (RVB) compared to the single use of Repsox. Among the small-molecule combinations we selected, the VPA of HDAC inhibitors can greatly improve the reprogramming efficiency (Taniguchi et al., 2008; Yang et al., 2017). In addition, the research showed that VPA transforms cells into a state more suitable for altering cell fate through epigenetic modification (Huangfu et al., 2008). Unlike our study, a previous trial showed that TTNPB inhibits porcine pre-adipocyte differentiation by decreasing the expression of PPARγ and SREBP-1c (Brandebourg and Hu, 2005). However, the previous data in our study showed that the PPARG was upregulation. While TTNPB is a retinoic acid receptor (RAR) agonist that has been used for chemical reprogramming as a small-molecule booster (Chen et al., 2003). It was reported that TTNPB enhanced chemical reprogramming efficiency up to a factor of 40 times (Qin et al., 2017). TTNPB could induce the differentiation of embryonic carcinoma stem cells into adipocytes. Also, gene expression of the adipocyte marker of PPARγ and LPL were significantly upregulated (Bouchard and Paquin, 2013). The greater role of TTNPB is to help initiate reprogramming than to inhibit adipocyte differentiation in our experiments. On the other side, the N2B27 medium was reported that substantially boosts reprogramming (P Hou et al., 2013). This also helps explain the shortened time and increased efficiency of adipogenesis in our induction protocol. In this study, we demonstrated the feasibility of directly reprogramming bovine ear fibroblasts into adipocytes-like cells using RVB in N2B27 medium.

In conclusion, this study is the first to rapidly convert bovine ear fibroblasts into adipocyte-like cells *in vitro*. The induced adipocytes were very similar to natural fat cells. This result provides a cell model to further study the adipocyte differentiation and mechanism of adipocyte deposition of bovine and offers a new strategy to improve the beef quality.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Submission (GSE215910).

How the deposited data were processed for this re-analysis (not part of the article)

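The table deposited by the authors gives, for each gene and sample, an expected count, the number of reads estimated for the gene, not normalized. The authors trimmed, aligned and counted the reads before deposit, and their notes name fastp 0.18.0, HISAT2 2.2.4, StringTie 1.3.1 and RSEM without the role of each. The FPKM values deposited in the same table had been scaled by the authors to gene length and library size. The paper's methods name TopHat and HTSeq instead. No reads were aligned again.

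The table held 9 samples, 3 each of BEFs, CiADCs-3d and CiADCs-6d. The counts of a sample summed to a median of 22948673 in BEFs, 20780472 in CiADCs-3d and 21225811 in CiADCs-6d. Of 21512 genes, 3749 had no count in any sample. Counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 with a minimum count of 10 and a minimum total of 15, which left 14020 and removed 7492. Libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient per group was fitted to all 9 samples, without a replicate block. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. Standard errors are the log2 fold change divided by the square root of the F statistic. Computation used R 4.3.3, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, and Python 3.11.15 with matplotlib 3.10.9 for figures, with 1 thread and a seed of 1.

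Correlations between samples were Pearson's r on log2(FPKM + 1) over genes with an FPKM of at least 1 in at least 3 samples. GO and KEGG annotations were those of the table, with a KEGG pathway for 8740 genes and a GO process for 12721. Terms and pathways of 10 to 500 tested genes were tested with a one-sided hypergeometric test, on the higher genes for GO and on genes called in either direction for KEGG. GSEA used fgseaMultilevel on the log2 fold changes. Gene lists of at least 5 measured genes were tested with camera of limma, with a preset correlation between genes of 0.01 and, in another run, with an estimated one.

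The 29 lists, with 645 entries of which 622 were found in the table, covered regulators of adipogenesis, mature adipocytes, lipid droplets, fatty acid synthesis and oxidation, cholesterol synthesis, thermogenic adipocytes, fibroblasts, targets of TGF-beta, retinoic acid receptors and p53, S and G2/M phase, hypoxia, inflammation, interferon, the amino acid response of ATF4, matrix remodelling, immediate early genes, replication-dependent histones, pluripotency, single genes for the compounds, and markers of 7 other lineages.

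The genes named are those of Figure 3B, Table 1 and the discussion, the single genes for the compounds, for each comparison the 8 highest and 8 lowest log2 fold changes with at least 10 CPM in the higher group, and up to 4 members of each list, term or pathway. Genes with no count in BEFs are given as a bound against 3 counts per library, and ratios with few counts have a 95% counting interval (a confidence level of 0.95).

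The pipeline was tested on simulated data with changes planted into counts drawn from a negative binomial distribution with the means and dispersions of the real genes. At an adjusted p under 0.05 it recovered 83.7%, 76.3% and 82.3% of the 2-fold changes in the 3 comparisons and 96.8%, 95.7% and 95% of the 4-fold changes. Of its calls, 5.6%, 8.4% and 7.4% were false. The planted gene sets were found, and 0 of the random sets were. The draws used the means and dispersions of single genes, so correlation between genes, which the set tests depend on, was not tested. Far fewer genes changed than in the data. For CiADCs-3d against BEFs, 178 of 13000 simulated genes were called. In the data, 4329 were higher and 4083 lower of 14020. Scaling and set tests were thus not tested at the extent of change in the data.

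Alternatives were DESeq2, upper-quartile and total-count scaling, no filter, at least 10 counts in every sample, limma on log2 FPKM with a pseudocount of 1 or 0.1 and without a filter, other thresholds and glmTreat, a replicate block, only the 2 groups compared, other backgrounds, directions, ranks and set tests, and each sample left out in turn. Leaving out the CiADCs samples numbered 1 on both days and scaling to ACTB were added after the data were seen.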

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

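The tests for swapped labels and for a shared batch, and the fit without the CiADCs samples numbered 1, were chosen after the results were seen.

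Expression on day 6 differed from day 3, tested directly between the CiADCs groups. There were 574 genes higher and 451 lower on day 6. The lists that differed between the days had medians of log2 fold changes of -0.38 for fibroblast markers, -0.41 for S phase, -1.49 for the G2/M phase, 0.79 for targets of p53, 0.54 for the amino acid response of ATF4, 0.52 for immediate early genes and 1.35 for replication-dependent histones. Their adjusted p in camera was 3.61e-06, 0.0313, 1.47e-08, 9.83e-09, 6.87e-05, 0.0113 and 6.87e-05 in the same order. Of the targets of p53, 17 of 25 rose and 0 fell (19 and 0 when adjusted over the list alone). Of the genes of the ATF4 response, 12 of 25 rose and 0 fell, the same when adjusted over the list alone. Of the histones, 8 of 11 rose and 0 fell (9 and 1 when adjusted over the list alone). With an estimated correlation none of these lists passed (adjusted p from 0.344 to 0.779). The call of S phase ended without CiADCs-3d replicate 3, and that of immediate early genes without CiADCs-6d replicate 1.

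Lists whose genes the paper did not test as a group moved against BEFs on both days, though its discussion treats TGF-beta and retinoic acid signaling. Immediate early genes had medians of 1.43 on day 3 and 1.75 on day 6, with 13 higher and 3 lower of 18, and then 13 and 1. Adjusted over the list alone, these counts were the same. Targets of the retinoic acid receptor had medians of 2.66 and 2.7. Targets of TGF-beta and of the myofibroblast state had medians of -1.01 and -1.38. With an estimated correlation the latter lists passed on day 3 (adjusted p = 0.0376 each) and not on day 6 (0.0787 each), and immediate early genes on neither day (0.625 and 0.518). The call of immediate early genes on day 3 ended without BEFs replicate 2.

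CiADCs-3d replicate 1 and CiADCs-6d replicate 1 lay between the other samples of their days. Over 12165 genes, CiADCs-3d replicate 1 had r = 0.9807 and 0.9858 with its own day and 0.973 and 0.9717 with CiADCs-6d replicates 2 and 3. CiADCs-6d replicate 1 had 0.9788 and 0.985 with its own day and 0.9717 and 0.9734 with CiADCs-3d replicates 2 and 3. Replicates 2 and 3 of one day had at most 0.9584 with those of the other. Swapped labels would give the higher r with the other day, which these values argue against. On an axis of 375 genes from day 3 at 0 to day 6 at 1 the medians were 0.35 and 0.63, but genes chosen by replicates 2 and 3 draw replicate 1 inward. A batch shared by samples numbered 1 stays open, since the correlation of their deviations (-0.37) is opposite by the pattern itself and decides nothing. One library's RNA mixed into the other cannot be told apart from a slower or faster course of these cultures, because the spread across genes was 1.84 times that between replicates 2 and 3 and no value from other samples decides it. Whether the cultures differed in timing was not tested.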

How the results depend on the processing

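The fit without the CiADCs samples numbered 1 and the scaling to ACTB were chosen after the data were seen. Of the values of the named single genes under all alternatives, 9705 stayed on their side of the threshold and 139 passed where they had not. A further 224 no longer passed and 9 were counted as turned. For lists these numbers were 1601, 36, 31 and 0, and for pathways 410, 36, 16 and 0. For terms they were 942, 34, 58 and 0. The named genes include those with the highest and lowest log2 fold changes of the main fit. Their tally therefore does not stand for all tested genes. Changes of sign that passed the test under neither setting were not counted as turned. Among these, CEBPA on day 3 went from -0.12 to 0.07 without BEFs replicate 1. The median of epithelial markers on day 3 (0.43) went as low as -0.47. The score of fat digestion and absorption on day 6 (0.88) went as low as -0.81. The cause was not tested where none is given.

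Without a fold threshold, 4329 genes were higher and 4083 lower on day 3, 4991 and 4469 on day 6, and 2019 and 1904 between the days (3923 in all). With glmTreat, which tests against the threshold itself, 858 were lower on day 3, 1223 were lower on day 6, and 80 were higher and 12 lower between the days (92). At an adjusted p under 0.01, 290 were lower between the days (677 in all).

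With at least 10 counts in every sample, which leaves fewer genes, 1692 were higher on day 3, 320 higher and 299 lower between the days (619), and 0 GO terms of Figure 3C passed on day 3 and 1 on day 6. With limma on log2(FPKM + 1), 1433 were higher and 928 lower on day 3, 1824 and 1223 on day 6, and 224 and 97 between the days (321). This pseudocount shrinks the folds of low genes by construction. There, 1 GO term passed on day 6, and of the pathways of Figure 4, 4 passed on day 3 and 1 between the days. With log2(FPKM + 1) and no filter, 1440 were higher on day 3, 1843 higher and 1224 lower on day 6, and 220 and 95 between the days (315), with 1 GO term on each day and 4 and 1 pathways of Figure 4. With log2(FPKM + 0.1), 381 were higher and 297 lower between the days (678), with 1 GO term and 4 pathways of Figure 4 on day 3 and 1 pathway between the days.

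The GO terms of Figure 3C that passed numbered 2 on each day. On day 3 this was 1 with all tested genes as background, with DESeq2 and with only the 2 groups compared, and 0 among the lower genes. On day 6 it was 1 with no filter and among the lower genes, and 5 on each day at an unadjusted p under 0.05. The KEGG pathways of Figure 3D that passed numbered 4 on day 3, 5 on day 6 and 2 between the days. Among higher genes only there were 2 on day 3 and 0 between the days, among lower genes only 2 on day 3 and 1 on day 6, and with upper-quartile scaling 1 between the days. Of the pathways of Figure 4, 4 passed on day 3 with ranks by the signed statistic and at an unadjusted p, and 2 and 1 between the days. The PPAR pathway was gained on day 6 under both. With no filter 1 passed on day 6. With an estimated correlation 0 passed on day 3 and on day 6, and 2, 0 and 0 lists passed in the 3 comparisons, against 10, 8 and 7 with the preset one.

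Without each sample in turn, the genes lower between the days ranged from 293 to 832, GO terms on day 3 from 1 to 3, KEGG pathways on day 3 from 2 to 6 and between the days from 0 to 2, and pathways of Figure 4 on day 6 from 1 to 3. Without the CiADCs samples numbered 1, 887 were higher and 1080 lower between the days (1967), 2 KEGG pathways passed on day 3 and 1 GO term on day 6, and UBD turned between the days to -0.6 (0.28 with all samples).

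With a replicate block that treats samples of one number as paired, 2507 were higher and 1382 lower on day 3, 3041 and 1874 on day 6, and 513 and 394 between the days. The deviations of CiADCs samples with one number correlated at -0.37, -0.21 and -0.13, which follows in part from the places of the samples numbered 1. Between BEFs and CiADCs of one number they correlated at -0.03 to 0.15, so no pairing was seen.

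Scaled to ACTB, 11516 were higher and 243 lower on day 3, 12429 and 230 on day 6, and 1701 and 101 between the days (1802). ACTB itself falls, so this scaling raises every other gene by construction. Because of this, a change of sign under it tells little about a gene relative to the whole library. It does show how a gene reads relative to ACTB, the reference gene of the paper's RT-qPCR. Among changes past the test under either scaling, the scaling to ACTB turned CEBPA (1.51), FASN (0.5) and GAPDH (0.74) on day 3. On day 6 it turned AXL (0.02), FASN (1.01) and GAPDH (0.86), and between the days CEBPD (0.09) and GAPDH (0.12). GPD1 (0.3), ADIPOQ (0.2), AXL (0.26), FASN (0.51) and SREBF1 (0.42) changed sign between the days, and ACTC1 (1.26) on day 6, without passing the test under either scaling.

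The mean r between BEFs and CiADCs-6d was 0.642 on untransformed FPKM, 0.799 by Spearman, 0.76 with log2(FPKM + 0.1) and 0.92 over all genes. For BEFs and CiADCs-3d it was 0.69 untransformed, 0.805 with log2(FPKM + 0.1) and 0.935 over all genes, and for CiADCs-3d and CiADCs-6d 0.923 untransformed and 0.985 over all genes. Within BEFs it was 0.994 with log2(FPKM + 0.1) and 0.998 over all genes, and within each CiADCs group 0.994 over all genes.

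Genes near the filter are limited by depth, as for PPARGC1A at 0.3186 CPM and CEBPA at 0.5221 CPM in BEFs.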

Differences from the paper's values

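The mean r between BEFs and CiADCs-3d was 0.842, against the paper's value of about 0.70 in Fig. 3A, read by eye. Among the alternatives set before the data were examined, untransformed FPKM gave 0.69, within the paper's value, and the others did not. Between BEFs and CiADCs-6d it was 0.807, against the paper's about 0.66 in Fig. 3A, read by eye. Untransformed FPKM came nearest, at 0.642 (SD 0.017, single pairs up to 0.659). That is just outside its SD, a gap too small for a reading by eye to settle. Between CiADCs-3d and CiADCs-6d it was 0.965, against the paper's about 0.92 in Fig. 3A, read by eye, with 0.923 on untransformed FPKM and no other alternative within it.

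The adjusted p of GSEA on day 3 was 0.00477 for arachidonic acid metabolism, against the paper's about 0.031 in Fig. 4A, and 0.00724 for the PPAR pathway, against the paper's about 0.023 in Fig. 4A, both read by eye. No alternative came within 1.5 times these values. The adjusted p on day 6 was 0.0245 for the adipocytokine pathway, against the paper's about 0.073 in Fig. 4B, read by eye. It came within this value without CiADCs-6d replicate 2 alone (0.0603, in a GSEA range from 0.00397 to 0.34). For arachidonic acid metabolism it was 0.00328, against the paper's about 0.061 in Fig. 4B, read by eye, and within it with at least 10 counts in every sample alone (0.0408, in a GSEA range from 0.00177 to 0.0408). For fat digestion and absorption it was 0.896, against the paper's about 0.093 in Fig. 4B, read by eye, with no alternative within it. For the MAPK pathway it was 0.0336, against the paper's about 0.060 in Fig. 4B, read by eye. Within that value were DESeq2 (0.0465), upper-quartile scaling (0.046), only the 2 groups compared (0.0519) and the fits without CiADCs-3d replicate 1 (0.0403), 2 (0.077) or 3 (0.0504), in a GSEA range from 0.00117 to 0.158. For the PPAR pathway it was 0.111, against the paper's about 0.051 in Fig. 4B, read by eye. It came within this value with log2(FPKM + 0.1) alone (0.0617, in a GSEA range from 0.00906 to 0.191). Each of these readings from Fig. 4B lies above 0.05, the threshold used here. A pathway of day 6 that did not pass here was therefore held to a stricter cutoff than in the paper.

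The enrichment score of arachidonic acid metabolism was 0.68 on day 3, against the paper's about 0.63 in Fig. 4A, read by eye. Within the paper's value were ranks by the signed statistic (0.646), no filter (0.647), and log2(FPKM + 1) with a filter (0.646) and without (0.633). The day 6 score was 0.666, against the paper's about 0.59 in Fig. 4B, read by eye, and within it for the signed statistic (0.569), no filter (0.606), at least 10 counts in every sample (0.619) and log2(FPKM + 1) without a filter (0.619). For the adipocytokine pathway on day 6 it was 0.572, against the paper's about 0.53 in Fig. 4B, read by eye, and within it for the signed statistic alone (0.521). For fat digestion and absorption it was 0.371, against the paper's about 0.61 in Fig. 4B, read by eye. With no filter it was 0.527, still below the paper's score. The other alternatives did not come within these scores.

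The paper has GPD1, IGF1 and adiponectin higher on day 3 than on day 6. The log2 fold change from day 3 to day 6 was -0.22 for GPD1, -0.71 for IGF1 and -0.29 for ADIPOQ, none past the test with all samples. IGF1 passed without CiADCs-6d replicate 1 (-1.62, adjusted p = 0.0359, with all samples 0.351), and, in a fit chosen after seeing the values, without the CiADCs samples numbered 1 (-2.05). LPL and PPARG were higher on day 3, as in the paper. The paper has C/EBPβ in both sets of genes, and it was higher on day 6 (0.44), while CEBPD was higher on day 3 (-0.38). CEBPB no longer passed without BEFs replicate 3, CiADCs-3d replicate 2 or 3, or CiADCs-6d replicate 1 or 3. CEBPD no longer passed without CiADCs-3d replicate 2 or 3, or CiADCs-6d replicate 2 or 3.

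The paper's discussion has FAS and PCK2 higher on day 6 than on day 3. Its results name PPARGC1A and CFD beside them, in a sentence whose direction is unclear and was read here as higher on day 6. The changes of FAS, PCK2 and PPARGC1A were 0.36, 0.28 and 0.73, and did not pass the test. FAS in the table is the death receptor, while the paper's discussion treats FAS as a gene of fatty acid metabolism, as fatty acid synthase is. The deposited table does not settle which gene was meant. The paper's primer list gives a reference sequence for FAS, whose identity was not checked here. FASN changed by -0.02 between the days and was lower than in BEFs on both. FAS and PCK2 passed without CiADCs-3d replicate 1 (0.55 and 0.63), and without the CiADCs samples numbered 1, chosen after seeing the values (adjusted p = 0.000208 and 0.000617). CEBPA was higher on day 6, as in the paper. CFD was too with all samples (0.75, adjusted p = 0.0398), but passed under 8 of 20 alternatives. Scaled to ACTB, chosen after seeing the values, CEBPA was higher than in BEFs on day 3 (1.51). This tells little about CEBPA relative to the whole library, because the scaling raises every other gene. It is the reading relative to ACTB, the reference gene of the paper's RT-qPCR. LPL and PPARG kept their direction between the days (-0.65 and -0.59) but no longer passed the test (adjusted p = 0.0897 and 0.229).

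Of the terms the paper shows for both days, response to lipopolysaccharide, response to hypoxia and extracellular matrix organization did not pass among the higher genes. At an unadjusted p, response to lipopolysaccharide passed on day 3 (0.0116) and day 6 (0.0489), and response to hypoxia on day 6 (0.00902). Extracellular matrix organization passed among the lower genes of day 6 (0.0307). Tissue remodeling and cell-substrate adhesion did not pass on day 3, except at an unadjusted p (0.012 and 0.00716). Cell-substrate adhesion also passed with total-count scaling (0.0471), with no filter (0.0198), without BEFs replicate 2 (0.0475) and without CiADCs-6d replicate 1, 2 or 3 (0.0346, 0.0361 and 0.0425). Fatty acid metabolic process, long-chain fatty acid metabolic process and cell fate commitment did not pass on day 6. All these sets came from the deposited GO annotation. No gene there carries regulation of inflammatory response or cell chemotaxis, which the paper also shows. The paper's gene sets may therefore have held other genes, and the tests are not like for like.

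The paper has the MAPK pathway enriched on both days and the p53 pathway on day 3. MAPK passed on day 3 with all tested genes as background (0.0134), with no filter (0.0419), without CiADCs-3d replicate 3 (0.0489) and without CiADCs-6d replicate 3 (0.0431). It passed on day 6 without CiADCs-6d replicate 3 (0.0498) and among the higher genes (0.0161). The p53 pathway passed on day 3 among the lower genes (0.0115), with all tested genes as background (0.025), with limma on log2(FPKM + 1) (0.00811), on log2(FPKM + 0.1) (0.0389) and without a filter (0.000436). It also passed without BEFs replicate 1 (0.0259) or 2 (0.0251) and without CiADCs-3d replicate 2 (0.0106) or 3 (0.0213). At an unadjusted p, MAPK passed on day 3 (0.0226) and day 6 (0.0307), and p53 on day 3 (0.0183). Fatty acid biosynthesis and metabolism did not pass the hypergeometric test between the days under any alternative. Without a threshold, fatty acid metabolism was lower on day 6 in camera (0.00897, and 0.873 with an estimated correlation) and at an unadjusted p in GSEA (0.00304).

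In GSEA the adipocytokine and MAPK pathways did not pass on day 3. Both passed with ranks by the signed statistic (0.00323 and 0.0122), with at least 10 counts in every sample (0.0044 and 0.0353) and with limma on log2(FPKM + 1) (0.00209 and 0.022), on log2(FPKM + 0.1) (0.00669 and 0.0155) and without a filter (0.00114 and 0.0114). The adipocytokine pathway also passed without BEFs replicate 3 (0.0337) or CiADCs-6d replicate 3 (0.037). At an unadjusted p both passed (0.0192 and 0.0362). The PPAR pathway on day 6 passed at an unadjusted p (0.0299), with the signed statistic (0.00906), at least 10 counts in every sample (0.0196) and limma on log2(FPKM + 1) with a filter (0.0249) and without (0.0152).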

Other observations

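CDKN1A (ncbi_513497), a p53 target that arrests the cell cycle, was at 197.9 ± 14.62 CPM in BEFs, 396.7 ± 85.72 in CiADCs-3d and 1163 ± 36.96 in CiADCs-6d. It rose between the days by 1.55 on the log2 scale (standard error 0.14, adjusted p = 6.91e-05). GDF15 (ncbi_618677), a secreted factor of the ATF4 list, was at 9.361 ± 0.5875, 73.61 ± 37.73 and 347.3 ± 69.27 CPM in the same order. Its rise between the days was 2.24 (standard error 0.28, adjusted p = 0.000321), and 2.84 without the CiADCs samples numbered 1. DDIT3 (ncbi_777788), which encodes the stress factor CHOP, rose by 1.23 (standard error 0.19, adjusted p = 0.00116). CHOP binds C/EBP proteins and can block adipogenesis, which is a reason to measure its protein in the CiADCs beside the 2.32 rise of CEBPA. The histone H2BC4 (ncbi_787269) was at 2.785 ± 0.3234 CPM in BEFs, 3.602 ± 2.594 in CiADCs-3d and 28 ± 2.888 in CiADCs-6d, while the genes of the G2/M phase fell. Replication-dependent histones gain poly(A) tails in cells that leave the cycle, so their rise may follow arrest, which was not tested. On day 3, with the G2/M median already at -3.7, the histones had a median of -1.34 against BEFs. With an estimated correlation between genes, the rise of the list between the days did not pass (adjusted p = 0.344).

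Of 22 genes of the interferon response, 11 were higher and 2 lower in CiADCs-3d, the same when adjusted over the list alone, with a median of 0.7 (camera, adjusted p = 0.147). In CiADCs-6d, 11 were higher and 8 lower (12 and 8 when adjusted over the list alone), with a median of 0.69 (adjusted p = 0.575). Of the genes of the ATF4 response, 7 were higher and 4 lower on day 3, and 13 and 1 on day 6 (12 and 1 when adjusted over the list alone). The histones were 0 higher and 6 lower on day 3, and 4 and 4 on day 6, of 11.

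The tests of shared actin reads, of the targets of TGF-beta beside ACTB, and of inflammatory mediators beside haptoglobin were chosen after the results were seen. HP rose from 0.5603 ± 0.3226 CPM in BEFs to 1055 ± 265.5 in CiADCs-3d and 754.7 ± 329.8 in CiADCs-6d, and GPX3 to 6120 CPM. CFB and CP, chosen after their values were seen, were at 35.1 and 0.776 CPM in BEFs and 11900 and 727 in CiADCs-6d. Markers of blood cells summed to at most 0.002% of these genes, and PTPRC and TYROBP were at 0, which argues against blood cells. Of the inflammatory mediators 22 of 24 were higher (median 4.82), but with an estimated correlation the list did not pass on day 6 (adjusted p = 0.197), and whether they share a cause with these genes was not tested. For S100A8, S100A9, S100A12 (chosen after its values were seen) and CXCL13, which had at most 1 count in BEFs, the markers came to 0.39% of their sum, below the share set in advance for blood cells. Neutrophils still cannot be told apart from expression by the CiADCs, since their markers overlap these genes and CD14, a marker of blood cells, rose by 6.56 on day 6.

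ACTB, the reference gene of the paper's RT-qPCR, was at 5525 ± 174.5 CPM in BEFs, 1782 ± 413.1 in CiADCs-3d and 1284 ± 394.8 in CiADCs-6d. Its log2 fold change on day 6 was -2.11 (adjusted p = 2.92e-06), lower in 3 of 3 samples, and -2.07 under the scaling with the weakest fall. With the total count alone the median of all genes moved by 0.07, which argues against a few genes taking the counts. Reads shared between actin genes would leave their sum unchanged, and the sum fell by 2.44 on the log2 scale. Of 25 targets of TGF-beta, 17 were lower and 4 higher on day 6 (median -1.38, adjusted p = 0.0787 with an estimated correlation), and whether a loss of the myofibroblast state lowers ACTB was not tested.

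For each comparison the 6 samples of its groups make 10 splits, too few for a share under 0.05. The real split called 3939 genes on day 3, 4954 on day 6 and 880 between the days in fits of the 2 groups, 1 split being as large in each, and the highest of the others called 0 with edgeR.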
